# The sperm quality in DIO male mice is linked to the NF-κB signaling and *Ppp2ca* expression in the hypothalamus

**DOI:** 10.1016/j.isci.2025.112110

**Published:** 2025-02-25

**Authors:** Xu Feng, Maoxing Xu, Ying Liu, Xiaoyu Wang, Yiman Duan, Xiaoyan Zheng, Wen Yin, Yafei Cai, Wei Zhang, Qin Jiang, Jing Pang, Juxue Li

**Keywords:** Molecular biology, Neuroscience

## Abstract

Recent studies show obesity correlated with reduced sperm quality in males, but the mechanism is unclear. In this study, diet-induced obese (DIO) male mice exhibited disrupted luteinizing hormone (LH) pulse release due to altered function of the hypothalamic-pituitary-gonadal (HPG) axis. This alteration was caused by activation of nuclear factor kappa B (NF-κB) signaling in the hypothalamus, which led to decreased sperm quality. RNA sequencing (RNA-seq) analysis of the hypothalamic arcuate nucleus (ARC) revealed a signaling network involving protein phosphatase 2 catalytic subunit alpha (*Ppp2ca*). This network disrupted LH pulse secretion by inhibiting Akt kinase (AKT) and cAMP responsive element-binding protein 1 (CREB1) activities, thereby reducing KiSS-1 metastasis-suppressor (*Kiss1*) expression. Furthermore, overexpression of the *Ppp2ca* gene in the ARC led to disrupted LH patterns and reduced sperm quality. These findings offer new insights into the molecular mechanisms underlying sperm quality decline in DIO male mice.

## Highlights

• Diet-induced obesity (DIO) disrupts the LH pulse pattern in male mice
• Activation of NF-kB signaling in hypothalamus disrupts LH pulse, reducing sperm quality
• *Ppp2ca* upregulation by NF-κB signaling in DIO male mice hypothalamus disrupts LH pulse

## Introduction

Obesity is a major global public health issue that affects millions of individuals worldwide.^1^ Given its epidemiological prevalence, extensive research has been conducted on the impact of obesity on various biological processes, including reproduction.^2^^,^^3^ These findings indicate a significant correlation between obesity and impaired sperm quality, characterized by decreased sperm count, reduced sperm motility, and abnormal morphology.^4^^,^^5^ The obese male also exhibited abnormal levels of reproductive hormones including luteinizing hormone (LH), testosterone (T), and follicle-stimulating hormone (FSH), which play crucial roles in the regulation of sperm production and maturation.^6^^,^^7^ It is not clear yet to what extent the abnormal reproductive hormones in obese males exert an impact on sperm quality.

The hypothalamic-pituitary-gonadal (HPG) axis plays a vital role in regulating reproduction by orchestrating the secretion of reproductive hormones in both males and females.^8^^,^^9^ In this axis, the hypothalamus acts as a control center for the physiological process of reproductive hormone release.^10^ Kisspeptin released by hypothalamic arcuate kisspeptin/neurokinin B/dynorphin A (KNDy) neurons have been demonstrated to elicit pulsatile gonadotropin-releasing hormone (GnRH) secretion.^11^ GnRH then stimulates the pituitary gland to secrete LH and FSH, which travel through the bloodstream to reach the gonad and regulate the physiological process of germ cell development.^12^^,^^13^ Mounting studies have provided compelling evidences that obesity has been linked to the alternations of LH pulse in females.^14^^,^^15^^,^^16^ An imbalanced release of LH pulses observed among obese women can lead to ovulation disorder such as the polycystic ovary syndrome (PCOS).^17^^,^^18^^,^^19^ Despite the extensive research focus on the impact of obesity on LH pulses in females, there has been limited attention given to males. A clinical study conducted several decades ago demonstrated a significant reduction in the amplitude of LH pulse release among male patients who were obese.^20^ However, the mechanism of dysfunction of HPG, as indicated by abnormal LH pulsatility, to the decline in sperm quality in obese males remains uncertain.

Protein phosphatase 2A catalytic subunit alpha (PP2Ac), encoded by the *Ppp2ca* gene, is a ubiquitously expressed enzyme across mammalian cells, with notably high levels in the brain.^21^ PP2Ac is crucial for neuronal regulation and has been implicated in the modulation of insulin resistance via AKT dephosphorylation.^22^^,^^23^^,^^24^ Studies demonstrate that activation of PP2Ac significantly reduces pAKT levels, disrupting insulin signaling pathways.^25^ Additionally, ceramides have been identified as key mediators that amplify PP2Ac activity, and impair insulin signaling.^26^ These findings primarily derive from research in peripheral tissues, such as muscle and adipose tissue, where PP2Ac contributes to systemic insulin resistance.^26^ Despite its essential role, research exploring the function of PP2Ac within the central nervous system remains limited.

Here, we observed an altered LH pulse release observed in obese male mice is associated with a significant decrease in sperm quality. Moreover, we further revealed that altered LH pulse release in obese mice was link to the activation of nuclear factor kappa B subunit (NF-κB) signaling and *Ppp2ca* expression in the hypothalamus. Our findings provide new insights into the molecular mechanisms that contribute to the decrease in sperm quality observed in male diet-induced obesity (DIO) mice.

## Results

### The DIO induced disruption of LH pulse in male mice

In this study, we established a male DIO mouse model by feeding them a high-fat diet (HFD). These mice exhibited typical metabolic characteristics associated with obesity, including significant increases in body weight (Figures 1A and 1B), adipose tissue mass (Figure 1C), blood glucose levels (Figures 1D and S2A), fasting serum leptin level (Figure S2B), and fasting serum insulin level (Figure 1E). We found a significant reduction in serum levels of GnRH, FSH, LH, and T in DIO male mice (Figures 1F–1I), accompanied by a significant increase in estradiol (E2) level and T/E2 ratio (Figures 1J and S2C). Importantly, the DIO male mice exhibited a significant alteration in LH pulse pattern (Figures 1K and 1L), characterized by notable reductions in mean LH amplitude and peak LH amplitude, as well as a decrease in basal LH level (Figure 1M). Additionally, there was a remarkable increase in LH peak frequency (Figure 1M). These findings clearly revealed the dysregulation of reproductive hormone release induced by DIO in male mice. Consistent to previous studies, we have confirmed that the DIO mice exhibited a decreased in sperm quality, including diminished sperm production, reduced sperm motility (Figures 1N and 1O). Within the testis of DIO male mice, the expression of blood-testis barrier related genes, such as intercellular adhesion molecule 1 (*Icam1*), tight junction protein 1 (*Tjp1*) and gap junction protein alpha 1 (*Gja1*) (Figure S2D), and testosterone synthesis related genes, such as hydroxy-delta-5-steroid dehydrogenase 3 beta (*Hsd3β*), hydroxy-delta-5-steroid dehydrogenase 17 beta (*Hsd17β*), steroidogenic acute regulatory protein (*Star*)*,* cytochrome P450 family 11 subfamily A member 1 (*Cyp11a1*), and cytochrome P450 family 11 subfamily B member 1 (*Cyp11b1*) (Figure S2E) were significantly downregulated. However, we observed that the morphology of seminiferous tubules of DIO male mice remains intact, indicating that DIO did not induce any severe damage to seminiferous tubules (Figure S2F).

**Figure 1:**
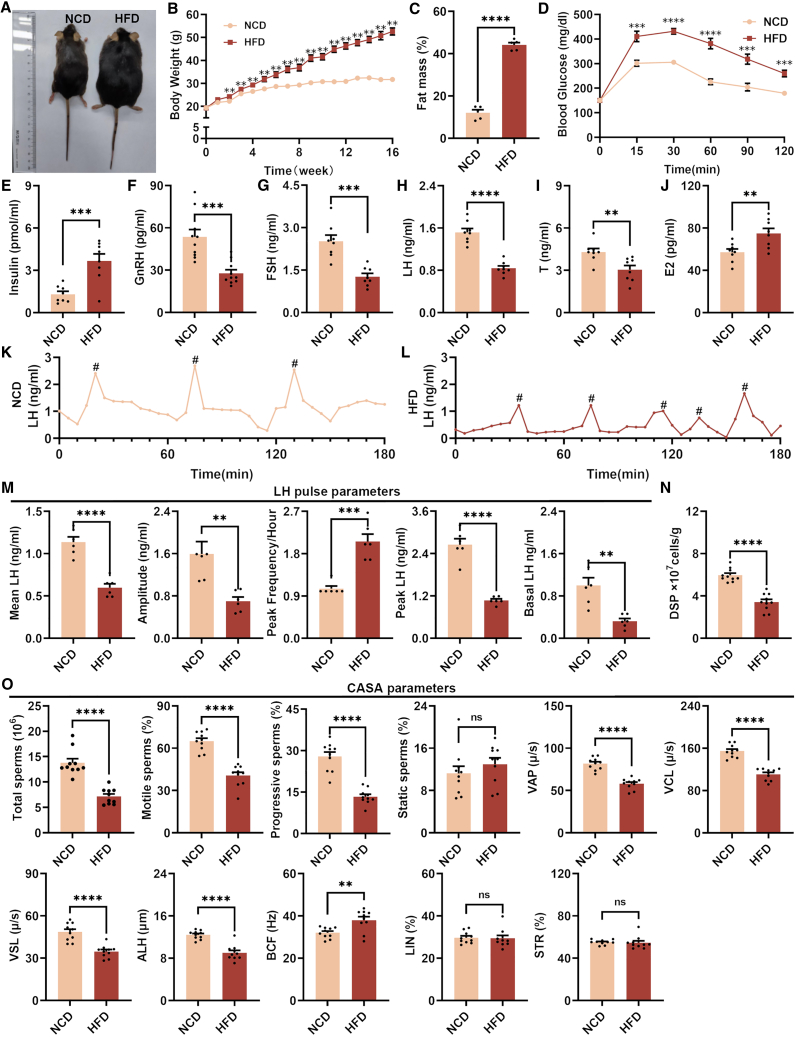
DIO male mice exhibited impaired LH pulse pattern and a decline in sperm quality (A–E) The appearance (A), body weight (B), fat mass (C), glucose tolerance test (D), and serum insulin level (E) of mice feeding on normal-chow diet (NCD) and high-fat diet (HFD) (*n* = 10). (F–J) The levels of gonadotropin-releasing hormone (GnRH) (F), follicle-stimulating hormone (FSH) (G), luteinizing hormone (LH) (H), testosterone (T) (I), and estradiol (E2) (J) in serum of mice feeding on NCD and HFD (*n* = 8). (K and L) The representative LH pulse curves of mice feeding on NCD (K) and HFD (L). (M) LH pulse parameters: mean LH (average LH concentration over a 3-h period for all time points pulse peak), amplitude (average LH concentration of between a pulse peak and its nadir), peak frequency (the number of identified pulse peak), peak LH (average LH concentration of pulse peak), and basal LH (average LH concentration nadir values preceding each pulse peak) in whole blood of mice feeding on NCD and HFD (*n* = 6). # indicates the peak LH concentration. (N) Daily sperm production (DSP) of mice feeding on NCD and HFD (*n* = 10). (O) Total sperms, motile sperms, progressive sperms, VAP, VCL, VSL, ALH, BCF, LIN, and STR of mice feeding on NCD and HFD (*n* = 10). (Total sperms: the number of sperms per mL of medium; motile sperms: percentage of motile sperms; progressive sperms: percentage of forward motile sperm; static sperms: percentage of dead sperm; VAP: mean sperm path rate; VCL: sperm curve rate; VSL: sperm linear rate; ALH: sperm head swing amplitude, BCF: sperm tail whipping frequency; LIN: linearity of sperm movement; STR: forward sperm). Data are presented as mean ± SEM,∗ indicates a significant difference (∗ means *p* < 0.05, ∗∗ means *p* < 0.01, ∗∗∗ means *p* < 0.001, ∗∗∗∗ means *p* < 0.0001), ns indicates non-significant difference, Student’s t test.

### NF-κB signaling involved in disruption of LH pulse

The DIO has previously been demonstrated, in our studies and other investigations, to induce chronic inflammation in the hypothalamus, accompanied by activation of NF-κB signaling.^27^ In our DIO mouse model, we also observed activation of the NF-κB signaling pathway in the hypothalamus (Figure S2G), as evidenced by a significant increase in P65 (RELA proto-oncogene, NF-kB subunit) phosphorylation level. Next, we investigated the potential association between hypothalamic NF-κB signaling pathway and LH pulse release in male mice. To accomplish this, we injected constructively activated i-kappaB kinase beta (IKKβ) (*Ikkβ*CA) adeno-associated virus (AAV) into the arcuate nucleus (ARC) of male mice (referred to as ARC^*Ikkβ*CA^ mice) (Figures 2A–2C).^28^ As anticipated, there was a significant increase in P65 phosphorylation level in the hypothalamus of ARC^*Ikkβ*CA^ male mice (Figure 2D), indicating the activation of NF-κB signaling. The ARC^*Ikkβ*CA^ male mice showed a significant increase of food intake and body weight (Figures S3A and S3B). Similar to the DIO male mice, the ARC^*Ikkβ*CA^ male mice also exhibited a disruption in LH pulse release (Figure 2E), which associated with a significant reduction in mean LH amplitude, peak LH amplitude as well as basal LH level (Figure 2F). Moreover, there was a substantial increase in LH pulse frequency (Figure 2F). The serum T levels in mice also exhibited a significant decrease simultaneously (Figure 2G). Subsequently, we have assessed the sperm quality of ARC^*Ikkβ*CA^ male mice. Our findings indicated that ARC^*Ikkβ*CA^ male mice had impaired sperm quality, characterized by reduced sperm production, decreased sperm motility (Figure 2H). Within the testis of ARC^*Ikkβ*CA^ mice, the expression of blood-testis barrier related genes including *Icam1*, *Tjp1*, and *Gja1* (Figure S3C), and testosterone synthesis related genes including *Hsd3β*, *Hsd17β*, *Star*, *Cyp11a1*, and *Cyp11b1* (Figure S3D) were significantly downregulated. Similar to the DIO mice, the activation of NF-κB signaling did not induce any apparent testicular damage, as evidenced by the preserved integrity of seminiferous tubules observed in ARC^*Ikkβ*CA^ mice (Figure S3E). These findings substantiate our hypothesis that activation of NF-κB signaling in hypothalamus disrupts LH pulse release and leads to diminished sperm quality in male mice.

**Figure 2:**
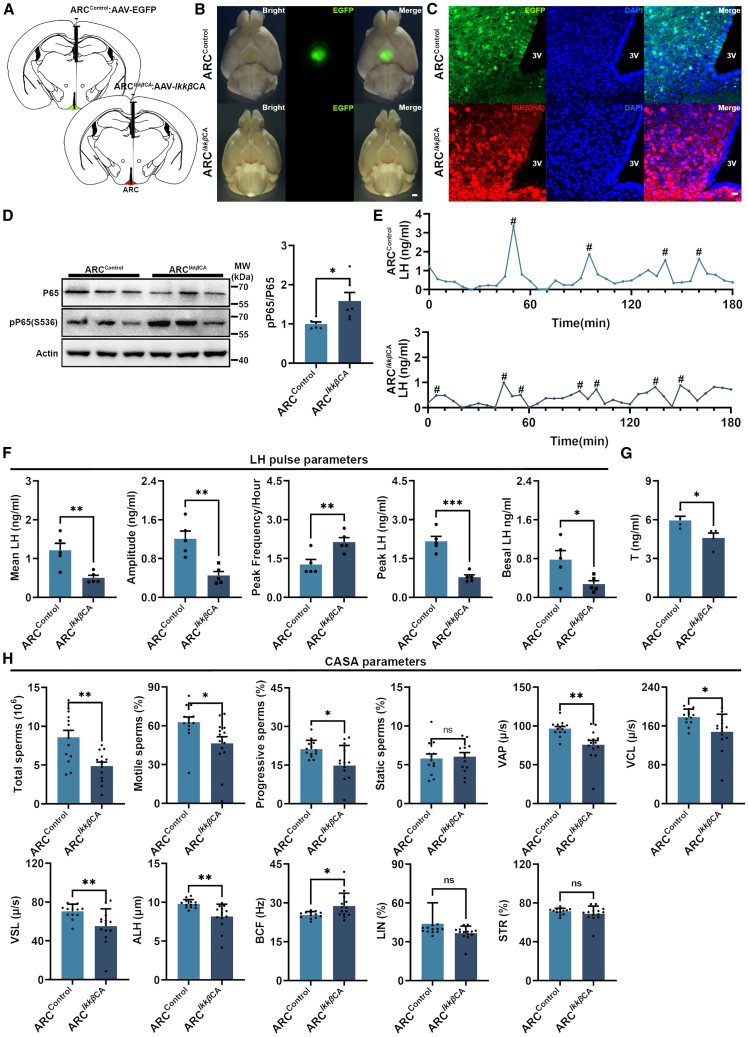
Activation of NF-κB signaling in the hypothalamus resulted in a disrupted LH pulse pattern and a decrease in sperm quality in male mice (A) Schematic depiction of stereotaxic administration of AAV-CAG-EGFP and AAV-CAG-*Ikkβ*CA viral vectors in the mouse hypothalamus. (B) The ventral view of adeno-associated virus (AAV) injected mouse brains under fluorescence microscope, scale bar: 1,000 μm. (C) Representative immunofluorescence images showed the expression of EGFP and *Ikkβ*CA in the arcuate nucleus (ARC) of AAV virus injected mice, scale bar: 20 μm; 3V: Third ventricle. (D) Western blot image and quantification of protein level of P65 and pP65 in hypotahlamus of male mice from ARC^Control^ group and ARC^*Ikkβ*CA^ group (*n* = 3). (E) The representative LH pulse curves of ARC^Control^ and ARC^*Ikkβ*CA^ group male mice, # indicates the peak LH pulse. (F) Mean LH, amplitude, peak frequency, peak LH, and basal LH in whole blood of male mice from ARC^Control^ and ARC^*Ikkβ*CA^ group (*n* = 6). (G) Serum T levels of male mice from ARC^Control^ and ARC^*Ikkβ*CA^ group (*n* = 5). (H) Total sperms, motile sperms, progressive sperms, VAP, VCL, VSL, ALH, BCF, LIN, and STR of male mice from ARC^Control^ (*n* = 13) and ARC^*Ikkβ*CA^ group (*n* = 14). Data are presented as mean ± SEM, ∗ indicates a significant difference (∗ means *p* < 0.05, ∗∗ means *p* < 0.01, ∗∗∗ means *p* < 0.001), “ns” indicates non-significant difference, Student’s t test.

### RNA-seq screening for genes involved in disruption of LH pulse

It is well-established that Kiss1 neurons in the ARC serve as the generator of LH pulses. To investigate the key genes involved in the regulation of LH release, we conducted a RNA sequencing (RNA-seq) study on the ARC region specifically enriched with Kiss1 neurons in DIO male mice. 

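The arcuate nucleus (ARC) lies at the base of the hypothalamus, and its Kiss1 neurons also produce neurokinin B and dynorphin, from which the name KNDy neurons comes. Male mice were put on NCD (16.5% fat) or HFD (60% fat) at 4 weeks of age and stayed on the diet for 16 weeks. ARC tissue was cut from frozen brain sections by LCM, in which a laser frees a chosen area from a section, so each sample held RNA from every cell type in that area, glia included. There were 3 samples per group, NCD1 to NCD3 and HFD1 to HFD3. The authors compared the cleaned reads with a ribosomal database using bowtie2, aligned reads to the mouse genome with HISAT2, and derived a read count and an FPKM value (fragments per kilobase of transcript, scaled to the mapped reads) for each gene with StringTie and RSEM. Their deposited table holds 22322 genes by Ensembl identifier, and 4145 of these had no count in any sample. The total count was 15925648 in NCD1, 9937632 in NCD2 and 6882449 in NCD3, and 8024664 in HFD1, 10479778 in HFD2 and 5171381 in HFD3. The median was 9937632 for NCD and 8024664 for HFD. A share of 3 counts, taken as the smallest that can be told from none, equals 0.188 CPM (counts scaled to the total of the library) in NCD1 and 0.58 CPM in HFD3.

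The counts were used as deposited. The 14188 genes that passed edgeR's filter on low counts were normalized with TMM factors, which ranged from 0.967 to 1.04, and compared between the diets with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment. Log2 fold changes are HFD against NCD, and normalized values are in CPM. The biological coefficient of variation, which is the typical spread of a gene between samples of a group, was 0.244. Symbols and positions were taken from the GENCODE M21 annotation of GRCm38, which contains 22267 of the identifiers. The filter, the normalization, the test and the way RSEM divides reads between overlapping genes could each change the numbers. With 3 samples against 3, an exact permutation test has 10 distinct splits, and its two-sided p cannot fall below 0.1.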

The visualization of Kiss1 neurons in the ARC region was determined by crossing Kiss1-Cre mice with R26R-EYFP reporter mice (Figures 3A and 3B). Laser capture microdissection (LCM) technique was used to precisely isolate the specific regions where Kiss1 neurons are localized in normal-chow diet (NCD) and HFD male mice, followed by RNA extraction for RNA-seq analysis. 

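In a PCA of the log2 CPM of all genes tested, the first component held 45.6% of the variance, the second 19.6% and the third 14.1%. The diets did not differ on the first component (exact permutation test, p = 0.5) or the second (exact permutation test, p = 0.7). On the third component every HFD sample lay above every NCD sample (exact permutation test, p = 0.1, the smallest possible). The first component followed the total count of the libraries, with Pearson's r = 0.989 against the log2 total count (exact permutation p = 0.00139) and Spearman's rho = 1 (exact permutation p = 0.00278). Adjusted over the 7 relations with library size that were computed, these p-values were 0.00972 and 0.0194. Without NCD1 and HFD3, the libraries farthest from the median size, r was 0.997. The order of the first component was also the order of the total counts within each diet, but 3 samples per diet are too few for a correlation of their own.

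Over all genes tested, the difference between the diets accounted for 17.6% of the sum of squares, where 20% is expected without any difference. The 10 splits of the samples into groups of 3 gave from 11.6% to 37.3%, and the split by diet ranked 6 among them (exact permutation test, p = 0.6). For samples of the same number in both groups, deviations from the group means correlated at -0.0116 for number 1, 0.113 for number 2 and 0.369 for number 3. The mean was 0.157. Deviations from a group mean sum to 0 within each diet, so the mean of -0.0767 for samples of different numbers is no separate evidence. Single pairs of different numbers ranged from -0.385 to 0.311, so these values do not show that the numbers pair samples. With the replicate number as a block, the diets accounted for 34.3% of the sum of squares left after the blocks, where 33.3% is expected without any difference (exact permutation test over the 4 splits within pairs, p = 0.5). On FPKM values without a log, the diets accounted for 14.1% (exact permutation test, p = 0.5). The first component of those FPKM values held 70.0% of the variance and did not separate the diets (exact permutation test, p = 0.9). The second held 17.5% and did so with no overlap (exact permutation test, p = 0.1). On that scale the 13 mitochondrially encoded genes carried 78.8% of the squared weights of the first component, and *Avp* alone carried 67.8% of the second.

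**Figure D1:**
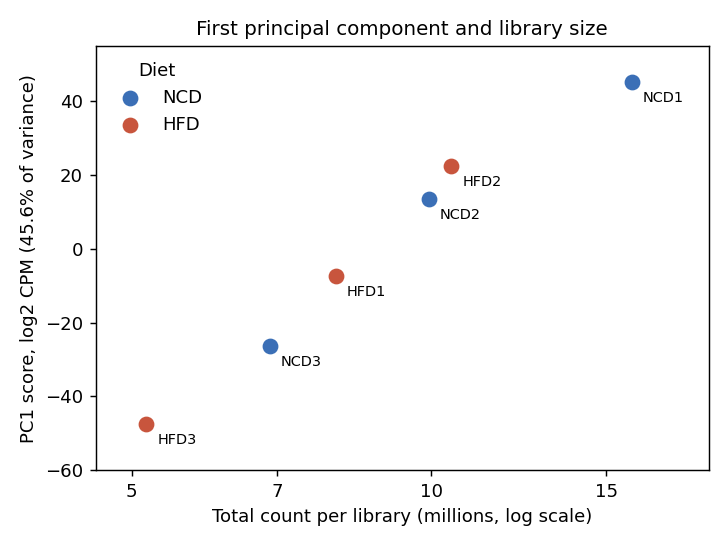
Score of each ARC sample on the first principal component of log2 CPM (vertical axis, 45.6% of the variance) against the total count of its library (horizontal axis, log scale), with NCD samples in blue and HFD samples in red. The samples line up by library size, from HFD3 at 5171381 counts to NCD1 at 15925648 counts, with the diets interleaved.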

The gene expression in these samples exhibited distinct clustering patterns as revealed by principal-component analysis (PCA) (Figure 3C), which further illustrated by heatmap and volcano plot (Figures 3D and 3F). 

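At the threshold stated in the methods (p under 0.05 and a change of more than 1.5-fold, without adjustment for multiple tests), edgeR's quasi-likelihood test gave 270 genes, 144 higher and 126 lower in HFD. Without the fold threshold, 326 genes (2.30% of those tested) had p under 0.05, where chance alone gives 709.4. The number exceeded chance only without NCD3, at 1178 genes where chance gives 724.45. With the replicate number as a block, 376 genes passed, 223 of them higher in HFD, and 250 of the 376 were among the 270. Leaving out samples in turn moved the count from 195 genes without HFD1 to 982 without NCD3. For genes with a mean of at least 50 counts it was 179. The authors' deposited table has 289 genes past the same threshold, 164 higher and 125 lower in HFD. Of these, 222 also passed in the edgeR test and 48 were below its filter on low counts. The FDR in the authors' deposited table was under 0.05 for 19 genes.

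After Benjamini-Hochberg adjustment in edgeR, 8 genes had an adjusted p under 0.05, 1 higher and 7 lower in HFD, and with the replicate block there were 17, the same 8 among them. *Hr*, which encodes a nuclear receptor corepressor and lies on chromosome 14 from 70552212 to 70573548, was the gene that rose, from 6.96 ± 1.21 CPM in NCD to 27.5 ± 3.36 CPM in HFD (SD, n = 3). Its log2 fold change was 1.98 (standard error 0.25, adjusted p = 0.0108) without the block and 1.99 (adjusted p = 0.000381) with it. The genes that fell were *Egr2*, *Nr4a1*, *Fos*, *Egr1*, *Egr4*, *Junb* and *Arc*, all of them immediate early genes, which neurons switch on within minutes of stimulation. *Egr2* (chromosome 10, 67535475 to 67542188) went from 9.63 ± 3.27 CPM to 0.815 ± 0.224 CPM (SD, n = 3), with a log2 fold change of -3.49 (standard error 0.43, adjusted p = 0.0108), or -3.42 with the block (adjusted p = 0.000509). *Nr4a1* (chromosome 15, 101254269 to 101274795) went from 78.5 ± 11.9 CPM to 11.3 ± 2.24 CPM (SD, n = 3), a log2 fold change of -2.80 (standard error 0.24, adjusted p = 0.000503), or -2.81 with the block (adjusted p = 3.35e-07). In all 8 genes the values of the diets did not overlap (exact permutation test for each gene, p = 0.1). Over all genes tested, the diets did not overlap in 918 genes, or 6.47%, where chance gives 10%.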

Totally, we have identified 389 differentially expressed genes (DEGs), including 164 upregulated genes and 125 downregulated genes (Figures 3E and 3F, Table S1).

**Figure 3:**
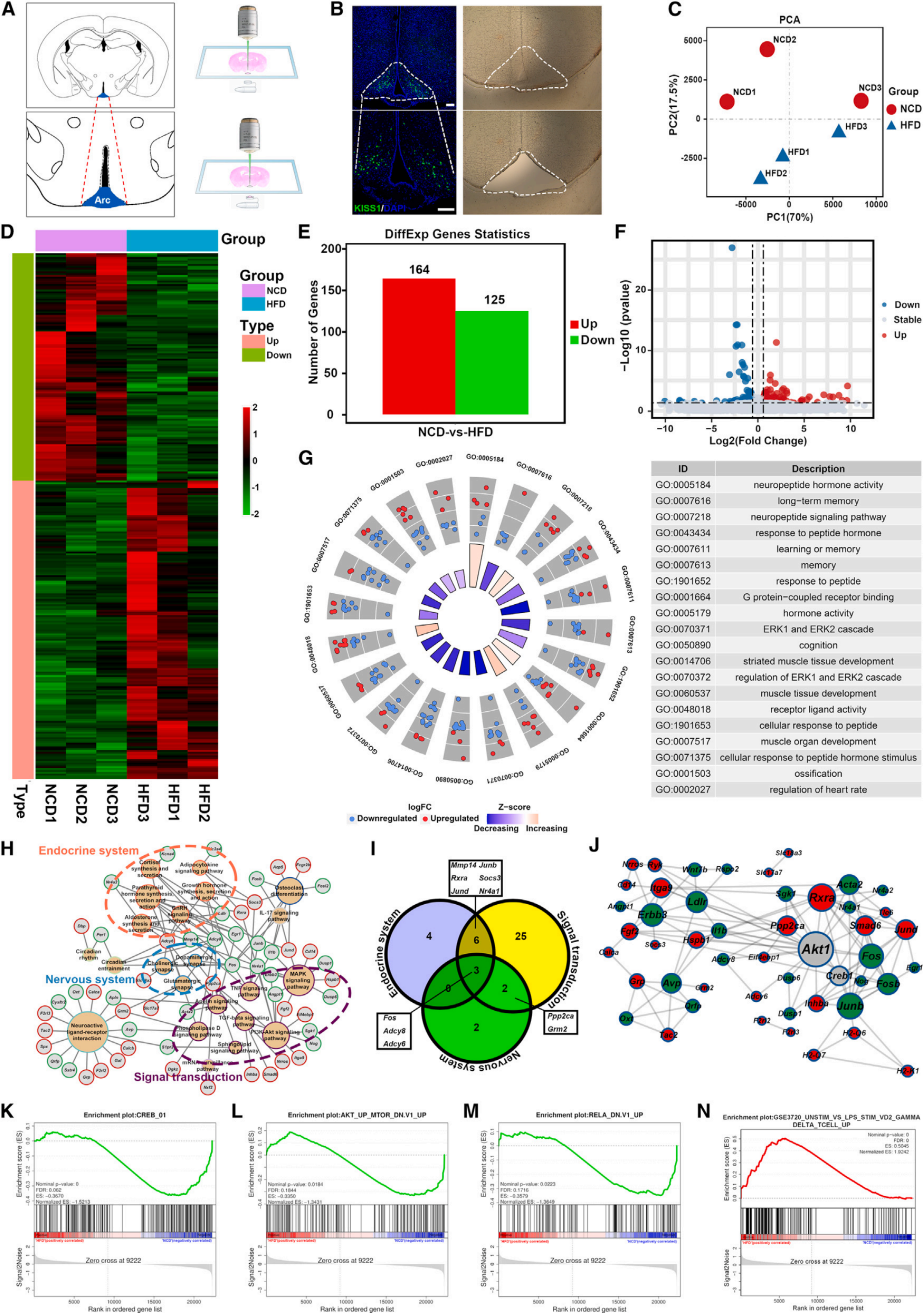
RNA-seq coupled with bioinformatic analysis of ARC enriched with KNDy neurons in DIO male mice (A) Schematic illustration showed laser capture microdissection (LCM) of ARC enriched of Kiss1 neurons. (B) Representative fluorescence image showed the area of ARC enriched of Kiss1 neurons and bright-field image of ARC after LCM, scale bar: 100 μm. (C) Principal-component analysis (PCA) analysis of the RNA-seq data from both NCD group and HFD group. (D) Heatmap of differentially expressed genes (DEGs). (E) Distribution of DEGs in the NCD and HFD groups. (F) Volcano map of DEGs. (G) The top 20 enrichment circles of all gene ontology (GO) terms. (H) The pathway-DEGs network, was constructed based on signal transduction pathway and endocrine system pathway. (I) The distribution of 42 candidate DEGs patway sets including endocrine system, nervous system, and signal tranduction. (J) The protein interaction network of 42 candidate DEGs is represented by circles, with larger circles indicating more protein interactions. Red: upregulated genes, green: downregulated genes, gray: non-significant difference expressed genes. (K–M) The downregulated gene set was regulated by cAMP responsive element binding protein 1 (CREB1) (K), Akt kinase (AKT) (L), and RELA (M) in HFD male mice. (N) The upregulated gene set was regulated by inflammatory activation in HFD male mice.

To identify candidate genes associated with LH disruption, we conducted enrichment analyses including gene ontology (GO), Kyoto Encyclopedia of Genes and Genomes (KEGG), and gene set enrichment analysis (GSEA). The GO enrichment analysis revealed that the DEGs enriched in various biological functions including metabolic, immune, and reproductive regulation (Figure S4A). 

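The paper's Table S2 lists 7 genes under neuropeptide hormone activity and 9 under the neuropeptide signaling pathway. All 7 of the former and 8 of the latter were tested, and each of these had p under 0.05 in edgeR's quasi-likelihood test before adjustment. These genes entered the terms because they passed the threshold in the same samples, so that count is no separate test. They changed in both directions. *Avp*, which encodes vasopressin and lies on chromosome 2 from 130580620 to 130582554, fell from 3077 ± 1583 CPM in NCD to 941 ± 109 CPM in HFD (SD, n = 3). The log2 fold change of *Avp* was -1.71 (standard error 0.33, adjusted p = 0.194) and -1.59 with the replicate number as a block (adjusted p = 0.0053). Without the block, its adjusted p was 3.26e-05 with DESeq2's Wald test and 0.0215 for genes with at least 1 count. It stayed above 0.05 with RLE size factors (0.204), library totals alone (0.213), a mean of at least 50 counts (0.216) and limma on log2(FPKM + 1) (0.954). *Oxt*, the neighbouring oxytocin gene (chromosome 2, 130576173 to 130577054), had a log2 fold change of -0.87 (standard error 0.28, adjusted p = 0.999; -0.86 with the block, adjusted p = 0.354). *Qrfp* had a log2 fold change of -3.01, but its counts were low, from 30 to 165 in NCD and from 3 to 11 in HFD (adjusted p = 0.26; -2.85 with the block, adjusted p = 0.0165). Among the genes that rose, *Calca* had a log2 fold change of 1.83 (adjusted p = 0.6; 1.82 with the block, adjusted p = 0.0808) and *Cartpt* of 0.75 (adjusted p = 0.999; 0.77 with the block, adjusted p = 0.718). *Cartpt* went from 549 ± 141 CPM to 920 ± 151 CPM (SD, n = 3), with no overlap between the diets (exact permutation test, p = 0.1). In the authors' deposited table the FDR is 2.32e-05 for *Avp*, 0.00166 for *Qrfp* and 0.0288 for *Calca*. It is 0.727 for *Oxt* and 0.9999 for *Cartpt*.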

Several GO terms related to neuronal cell function were enriched (Table S2), including those associated with interneuronal signaling pathways, such as neuropeptide signaling, hormonal regulation of neurons, and hormone activity (Figure 3G and Table S2). These observed changes in GO terms imply that the neuronal interactions and hormone-regulated functions in the ARC undergo alternations in DIO male mice. 

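Lists of marker genes that were fixed before the counts were examined, but after Table S1 had been read, give the change of whole groups of neurons. Their mean log2 fold changes were tested with limma's camera and adjusted over 19 lists. For 15 genes of ARC neurons the mean was 0.19 (11 higher in HFD and 4 lower, adjusted p = 0.0871), and 0.18 with the replicate number as a block (adjusted p = 0.0499). The mean of the list overlapped between the diets (exact permutation test, p = 0.6). None of these genes had an adjusted p under 0.05 on its own, and 2 had p under 0.05 before adjustment. *Agrp* had a log2 fold change of 0.53, *Npy* of 0.07 and *Pomc* of -0.36, each smaller than 2 standard errors. With the block *Agrp* was at 0.54 (standard error 0.20, adjusted p = 0.995), above 2 standard errors, *Npy* at 0.04 and *Pomc* at -0.25. For 8 genes of the LH pulse generator and its steroid and peptide receptors the mean was 0.14 (adjusted p = 0.512), and 0.10 with the block (adjusted p = 0.589). Among these, *Tac2*, which encodes neurokinin B (chromosome 10, 127724478 to 127731768), went from 26.9 ± 7.05 CPM to 40.7 ± 10.7 CPM (SD, n = 3). Its log2 fold change was 0.60 (standard error 0.27, adjusted p = 0.999 in edgeR's quasi-likelihood test; 0.60 with the block, adjusted p = 0.995), and the diets overlapped (exact permutation test, p = 0.2). *Pdyn*, which encodes dynorphin, was at 186 CPM in both diets. For 6 genes of magnocellular and paraventricular neurons the mean was -0.44 (4 lower and 2 higher, adjusted p = 0.0121; -0.39 with the block, adjusted p = 0.016), of which *Avp* and *Oxt* made up the larger part. The mean of this list also overlapped between the diets (exact permutation test, p = 0.2), and its adjusted p was under 0.05 in 4 of the 6 fits that each left out a sample, with 0.203 as the highest. Within every same-numbered pair the mean was lower in HFD, but an exact permutation test within pairs cannot give a p under 0.25.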

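Of the genes that Table S1 assigns to the MAPK signaling pathway, 10 were tested, and 6 of them were lower and 4 higher in HFD. For the TNF signaling pathway, where *Fos* and *Il1b* were taken as members to make up the 5 genes that the paper counts, 4 were tested, with 3 lower and 1 higher. *Dusp1*, which encodes a phosphatase of MAP kinases (chromosome 17, 26505590 to 26562128), fell from 46.5 ± 9.14 CPM in NCD to 20.7 ± 1.93 CPM in HFD (SD, n = 3), a log2 fold change of -1.16 (standard error 0.22, adjusted p = 0.194 in edgeR's quasi-likelihood test; -1.15 with the replicate number as a block, adjusted p = 0.0214). *Dusp6* had a log2 fold change of -0.90 (adjusted p = 0.889). In the authors' deposited table the FDR is 0.0049 for *Dusp1* and 0.385 for *Dusp6*. Of those that rose, *Fgf2* had a log2 fold change of 0.72 and *Hspb1* of 0.63 (adjusted p = 0.999 for both). *Junb*, in the TNF pathway (chromosome 8, 84974484 to 84978718), went from 98.5 ± 26.8 CPM to 29.4 ± 3.58 CPM (SD, n = 3), a log2 fold change of -1.74 (standard error 0.24, adjusted p = 0.0136; -1.72 with the block, adjusted p = 0.000362). *Mmp14* had a log2 fold change of -0.79 (adjusted p = 0.999). *Il1b*, counted here in both pathways, was too low to test, with counts of 2, 7 and 3 in NCD1 to NCD3 and 0 in each HFD sample. These genes were assigned to the pathways from the list of DEGs of the same samples, and their direction is therefore not a test of either pathway as a whole.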

The KEGG enrichment analysis revealed that certain DEGs were significantly enriched in the mitogen-activated protein kinase (MAPK) signaling pathway and tumor necrosis factor (TNF) signaling pathway, both of which are closely associated with inflammation and signal transduction^29^^,^^30^ (Figure S4B and Table S3). We constructed an interaction network diagram illustrating the top 50 signaling pathways, which revealed that the DEGs primarily contributed to three categories of signaling pathways: signal transduction, disease, and hormone metabolism (Figure S4C). The signal transduction pathway and endocrine system pathway, which are relevant to the nervous system, were chosen for constructing an interaction network diagram of pathway-DEGs (Figure 3H). Consequently, a final set of 42 candidate genes has been found and used for subsequent analysis (Figure 3I).

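The boxes of Fig. 3I and the network of Fig. 3J name 48 candidate genes besides *Akt1* and *Creb1*, more than the 42 that the paper's text states. The counts of candidates here are out of those 48. Of these, 43 were tested and 41 passed the paper's threshold in the direction of the authors' deposited table, against 42 with the replicate number as a block. The candidates were chosen for passing that threshold in these samples, so the number shows how far the choice depends on the processing and is no separate test. Leaving out a sample in turn left from 22 candidates past the threshold (without NCD2) to 39 (without HFD2). *F2rl3*, *Il1b*, *Rspo2*, *Slc17a7* and *Smad6* were below the filter on low counts. *Jund* (log2 fold change 0.73, standard error 0.35) and *Sgk1* (log2 fold change -0.58, less than 1.5-fold) were tested and did not pass. Among the 11 genes in the boxes of Fig. 3I, the adenylate cyclase genes moved in opposite directions, with a log2 fold change of 0.75 for *Adcy6* (standard error 0.26) and -0.76 for *Adcy8* (standard error 0.23). *Grm2* had a log2 fold change of 0.87 and *Rxra* of 0.60, and the adjusted p of all 4 was 0.999 in edgeR's quasi-likelihood test. With the block it was 0.925 for *Adcy6*, 0.538 for *Adcy8* and 0.995 for *Grm2* and *Rxra*.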

Due to the limitations of relying solely on GO and KEGG enrichment analysis for obtaining analytical results from DEGs, it is possible that genes with insignificant expression levels still play crucial biological roles. Thus, GSEA analysis was incorporated as an adjunctive approach to facilitate the identification of potential candidate genes.^31^^,^^32^ The results revealed the upregulation of C2: cgp, C3: tft, and C7 genes in the NCD group, as well as upregulation of C2: cgp, C4, and C7 genes in the HFD group (Table S4). The enrichment analysis revealed a significant inhibition of gene sets regulated by cAMP responsive element binding protein 1 (CREB1) in the HFD group (Figure 3K). 

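The CREB1 gene set of Fig. 3K was not used here. A list of 30 immediate early genes, many of them with CREB1 sites in their promoters, was fixed before the counts were examined but after Table S1 had been read. Of the 29 genes tested, 28 were lower in HFD, with a mean log2 fold change of -1.22 (limma's camera, adjusted p = 7.12e-38 over 19 lists; -1.22 with the replicate number as a block, adjusted p = 1.23e-34). Camera was run with a fixed correlation between genes of 0.01, and with the correlation estimated from these samples, a setting added after the data had been seen, the adjusted p was 0.127. The mean deviation of the list from the average of all samples was 0.25 in NCD1, 0.76 in NCD2 and 0.76 in NCD3 on the log2 scale, and -0.68 in HFD1, -0.87 in HFD2 and -0.22 in HFD3, without overlap (exact permutation test, p = 0.1). On their own, 17 of the genes had p under 0.05, 7 an adjusted p under 0.05 over all genes tested and 14 when adjusted over the list alone. The 11 members outside Table S1 had a mean of -0.47, with 10 of them lower in HFD. *Fbxo33* was the gene of the list that rose, with a log2 fold change of 0.36 (standard error 0.28).

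*Egr1* (chromosome 18, 34859823 to 34864984) fell from 190 ± 63.2 CPM in NCD to 39.4 ± 10.4 CPM in HFD (SD, n = 3), a log2 fold change of -2.27 (standard error 0.29, adjusted p = 0.0108 in edgeR's quasi-likelihood test; -2.24 with the block, adjusted p = 4.2e-06). *Arc*, an immediate early gene of synapses (chromosome 15, 74669083 to 74672570), had a log2 fold change of -1.61 (adjusted p = 0.0459; -1.59 with the block, adjusted p = 0.00338). *Creb1* itself (chromosome 1, 64532645 to 64604548) was at 66.8 ± 15.6 CPM in NCD and 69.6 ± 5.22 CPM in HFD (SD, n = 3), and its log2 fold change of 0.06 (standard error 0.22; 0.08 with the block) was within the spread between samples.

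**Figure D2:**
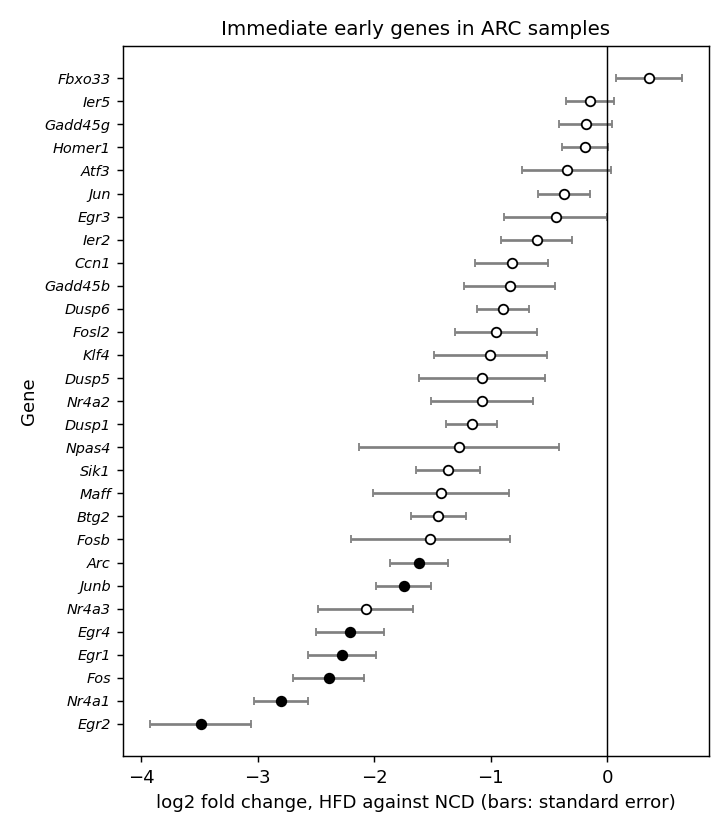
Log2 fold change of the 29 immediate early genes tested, HFD against NCD (horizontal axis), with bars for the standard error and filled points for genes with an adjusted p under 0.05 in edgeR's quasi-likelihood test. All but *Fbxo33* lie to the left of 0, from -3.49 for *Egr2* to -0.15 for *Ier5*.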

Comparatively to other trials (C7), the genes that were upregulated by upregulation of AKT and downregulation of P65 showed a significant decrease in expression levels in the HFD group (Figures 3L and 3M). 

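P65 is encoded by *Rela*. The gene sets of Fig. 3L and 3M were not used here, and the values are those of the AKT and NF-κB genes themselves, whose RNA level is not a measure of their activity. *Akt1* (chromosome 12, 112653821 to 112674884) was at 45.1 ± 3.53 CPM in NCD and 58.1 ± 12.7 CPM in HFD (SD, n = 3), with a log2 fold change of 0.36 (standard error 0.21; 0.34 with the replicate number as a block) and overlap between the diets (exact permutation test, p = 0.3). *Akt2* had a log2 fold change of 0.20 (standard error 0.20). *Rela* (chromosome 19, 5637483 to 5648130) was at 19.9 ± 2.22 CPM and 19.4 ± 2.03 CPM (SD, n = 3), a log2 fold change of -0.03 (standard error 0.22; -0.03 with the block) whose sign changed when NCD2 or HFD3 was left out. The adjusted p of each of these genes in edgeR's quasi-likelihood test was 0.999 without the block and 0.995 or above with it. Across 14 genes of the NF-κB pathway the mean log2 fold change was -0.03 (8 higher and 6 lower, adjusted p = 0.926 in limma's camera; -0.02 with the block, adjusted p = 0.968).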

Additionally, there was an elevation in the expression levels of genes associated with inflammation in the HFD group (Figure 3N). 

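The inflammatory gene set of Fig. 3N was not used here, and a list of 26 inflammatory genes was fixed before the counts were examined but after Table S1 had been read. Only 12 of them had enough counts to be tested. Their mean log2 fold change was 0.42, with 10 higher and 2 lower in HFD (limma's camera, adjusted p = 0.000271; 0.44 with the replicate number as a block, adjusted p = 0.000277). With the correlation between genes estimated from these samples, the adjusted p was 0.287. The 9 members tested that are outside Table S1 had a mean of 0.19, with 7 of them higher, and 17.6% of random lists matched on expression had a mean as high. The mean of the list overlapped between the diets, with the highest NCD sample, NCD1, above HFD2 (exact permutation test, p = 0.2). Within every same-numbered pair the mean was higher in HFD, but an exact permutation test within pairs cannot give a p under 0.25. Without the block, none of the genes had an adjusted p under 0.05 over all genes tested in edgeR's quasi-likelihood test. Before adjustment 3 had p under 0.05, and 1 had an adjusted p under 0.05 over the list alone. The 3 genes were *C4b*, *Socs3* and *Cd14*. *C4b*, a complement gene on chromosome 17 from 34728380 to 34743882, rose from 25.9 ± 8.48 CPM in NCD to 66.4 ± 10.9 CPM in HFD (SD, n = 3), a log2 fold change of 1.35 (standard error 0.26, adjusted p = 0.197 in edgeR's quasi-likelihood test; 1.38 with the block, adjusted p = 0.00773). Without the block, the adjusted p of *C4b* was 0.00132 with DESeq2's Wald test and 0.0347 for genes with at least 1 count. It stayed above 0.05 with RLE size factors (0.184), library totals alone (0.316), a mean of at least 50 counts (0.216) and limma on log2(FPKM + 1) (0.624). The FDR of *C4b* in the authors' deposited table is 0.00177. Reads of its near-identical copy *C4a*, which the table does not list, can be included in the values of *C4b*. *Socs3* had a log2 fold change of 1.08 (standard error 0.37, adjusted p = 0.999; 1.05 with the block, adjusted p = 0.995) and *Cd14* of 0.90 (standard error 0.38, adjusted p = 0.999; 0.90 with the block, adjusted p = 0.995). The cytokine genes were at the limit of the depth. *Tnf* and *Il6* had at most 2 counts in any sample, so that no difference could be detected in them. *Il1b* had counts of 2, 7 and 3 in NCD1 to NCD3 and 0 in each HFD sample, against the direction of the list. It was below the filter on low counts, but it was past the paper's threshold, as lower in HFD, for genes with at least 1 count and in the authors' deposited table. Markers of microglia, the resident immune cells of the brain, had a mean log2 fold change of 0.18 over 14 genes (9 higher and 5 lower, adjusted p = 0.011; 0.20 with the block, adjusted p = 0.0218). Without NCD3 its adjusted p was 0.276 and without HFD2 0.108.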

The implications of these findings suggest that the inflammatory responses triggered by DIO lead to a reduction in AKT and CREB1 activity, resulting in differential expression of their downstream related genes. 

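Of the 49 genes drawn in the network of Fig. 3J, *Akt1* and *Creb1* included, 44 were tested, 25 higher and 19 lower in HFD. Together they showed no common direction, with a mean log2 fold change of -0.04 (-0.03 with the replicate number as a block). Without the block, *Nr4a1*, *Fos*, *Egr1* and *Junb* had an adjusted p under 0.05 in edgeR's quasi-likelihood test. With it, *Avp* (adjusted p = 0.0053), *Qrfp* (0.0165) and *Dusp1* (0.0214) did too. In the authors' deposited table the FDR of *Avp*, *Qrfp*, *Dusp1* and *Calca* is also under 0.05. The MHC class I genes were among those that rose, with a log2 fold change of 1.85 for *H2-Q7*, 1.40 for *H2-Q6* and 0.74 for *H2-K1*. *H2-Q6* and *H2-Q7* are near-identical copies of each other, and the division of reads between class I genes is uncertain. *Inhba* rose by 1.16 on the log2 scale (standard error 0.46) and *Nr4a2* fell by 1.08 (standard error 0.44), and both had no overlap between the diets (exact permutation test, p = 0.1).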

Based on this hypothesis, a protein interaction network was constructed using the Metascape^33^ database and Cytoscape^34^^,^^35^ software, incorporating 42 DEGs as well as AKT and CREB1 (Figure 3J). By integrating the findings of enrichment analysis and the interaction network diagram, we assuming that the expression of *Ppp2ca* gene which encodes the PP2Ac, is upregulated in male HFD mice, leading to inhibition of AKT activity and subsequent decrease in downstream CREB1 activity. This cascade ultimately results in downregulation of FBJ osteosarcoma oncogene (*Fos*), FBJ osteosarcoma oncogene B (*Fosb*), *Kiss1*, and other genes, causing disruption in LH pulse release.

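*Ppp2ca* is listed as ENSMUSG00000020349 and lies on the plus strand of chromosome 11 from 52098681 to 52127778. Its counts were 2625, 1213 and 1451 in NCD1 to NCD3 and 2839, 1428 and 1803 in HFD1 to HFD3. Normalized, it was at 166.6 ± 48.0 CPM in NCD and 277.6 ± 118.7 CPM in HFD (SD, n = 3). The diets overlapped, since HFD2 was below NCD1 and NCD3 (exact permutation test, p = 0.3). Within the same-numbered pairs HFD was higher in 3 of 3 (exact permutation test, p = 0.25, the smallest possible). Its log2 fold change was 0.74 (standard error 0.33), which was past the paper's threshold before adjustment, and its adjusted p was 0.999 in edgeR's quasi-likelihood test. With the replicate number as a block it was 0.66 (standard error 0.22), also past the threshold, with an adjusted p of 0.958. With each sample left out in turn it ranged from 0.52 to 1.05, and it passed the paper's threshold in 2 of the 6 fits. It also passed with RLE size factors, with library totals alone, with DESeq2 (0.74), for genes with at least 1 count and for genes with a mean of at least 50 counts. With limma on log2(FPKM + 1) it was 0.64 and did not pass. With the log2 total count as a covariate, a setting added after the data had been seen, it was 0.43 and did not pass either. *Ppp2cb*, which encodes the other catalytic subunit of PP2A and is similar enough in sequence to share reads, was at 21.6 ± 6.48 CPM in NCD and 23.9 ± 1.86 CPM in HFD (SD, n = 3), a log2 fold change of 0.16 (standard error 0.25; 0.20 with the block). Across 14 genes of PP2A subunits the mean log2 fold change was 0.03 (6 higher and 8 lower, adjusted p = 0.974 in limma's camera; 0.03 with the block, adjusted p = 0.972).

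**Figure D3:**
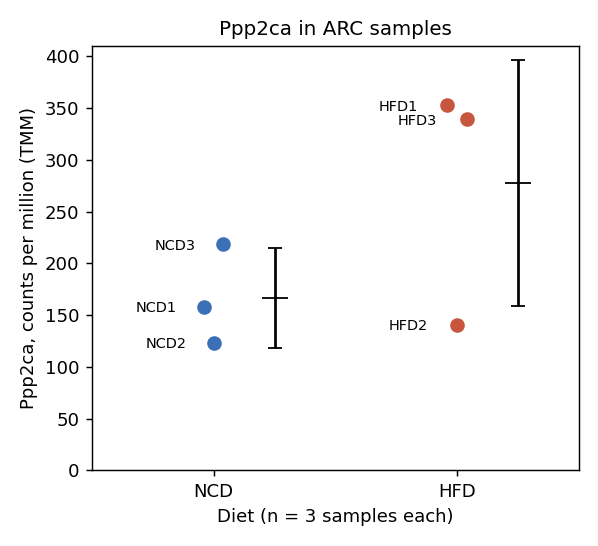
*Ppp2ca* in each ARC sample, in CPM after TMM normalization (vertical axis), by diet (horizontal axis), with points for samples and bars for the mean ± SD of 3 samples. HFD1 and HFD3 lie above all NCD samples, and HFD2 lies below NCD1 and NCD3.

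From the gene sets lowered and raised in HFD, the paper proposes that inflammation reduces the activity of AKT and CREB1. It then assumes, from the enrichment results and the interaction network, that *Ppp2ca* is higher in HFD mice and that this inhibits AKT. *Ppp2ca* is also past the threshold in the authors' deposited table (log2 fold change 0.75, p = 0.0225 in their own comparison). The paper goes on to test the proposal by staining of PP2Ac and western blots of PP2Ac, pAKT and pCREB1. It also overexpresses and silences *Ppp2ca*.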

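*Fos* (chromosome 12, 85473890 to 85477273) fell from 117 ± 34.7 CPM in NCD to 22.5 ± 8.91 CPM in HFD (SD, n = 3), with no overlap between the diets (exact permutation test, p = 0.1). The log2 fold change was -2.39 (standard error 0.30, adjusted p = 0.0108 in edgeR's quasi-likelihood test) and -2.40 with the replicate number as a block (adjusted p = 4.22e-06). With each sample left out in turn it ranged from -2.75 to -2.17, and the adjusted p from 0.00541 to 0.124. *Fosb* (chromosome 7, 19302696 to 19310051) had 34, 80 and 51 counts in NCD1 to NCD3 and 14, 5 and 23 in HFD1 to HFD3. Its log2 fold change was -1.52 (standard error 0.68, adjusted p = 0.999; -1.52 with the block, adjusted p = 0.995), and the diets overlapped (exact permutation test, p = 0.2). It was past the paper's threshold in 2 of the 6 fits that each left out a sample. *Fosl2* had a log2 fold change of -0.96 (standard error 0.35, adjusted p = 0.999; -0.86 with the block, adjusted p = 0.925).

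*Kiss1* (ENSMUSG00000116158) lies on the plus strand of chromosome 1 of GRCm38 from 133321875 to 133329901. Its counts were 0, 27 and 32 in NCD1 to NCD3 and 0, 21 and 42 in HFD1 to HFD3, a log2 fold change of 0.42 (standard error 1.19, adjusted p = 0.999; 0.18 with the block, adjusted p = 0.995) that ranged from -1.12 to 1.30 with each sample left out in turn. The log2 fold change of *Kiss1* in the authors' deposited table is 0.43. The *Kiss1* locus overlaps a transcript that starts in the neighbouring gene *Golt1a* and reads through into *Kiss1*. It is annotated as a gene of its own, *Gm28040* (ENSMUSG00000115958, 133309827 to 133329722), and 67.2% of its exon bases lie in exons of *Kiss1*. Its coding sequence of 378 bases is the same 378 bases as that of *Kiss1*. The division of reads between both is therefore uncertain. Another identifier of the same name (ENSMUSG00000098306) holds all 779 exon bases of *Kiss1*. It was not part of the sums given here, and the values of *Gm28040* are those of ENSMUSG00000115958. *Gm28040* had 70, 15 and 25 counts in NCD1 to NCD3 and 99, 39 and 37 in HFD1 to HFD3, whereas *Golt1a* had at most 2 in any sample. With the counts of *Kiss1* and *Gm28040* summed, a setting added after the data had been seen, the level was 5.69 ± 2.50 CPM in NCD and 11.0 ± 4.61 CPM in HFD (SD, n = 3), with overlap between the diets (exact permutation test, p = 0.2) and a higher level in HFD in 3 of 3 same-numbered pairs (exact permutation test, p = 0.25, the smallest possible). The log2 fold change of the sum was 0.97 (standard error 0.41, adjusted p = 0.999 in edgeR's quasi-likelihood test; 0.95 with the block, adjusted p = 0.995). With the log2 total count as a covariate it was 0.51 (standard error 0.34) and did not pass the paper's threshold.

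**Figure D4:**
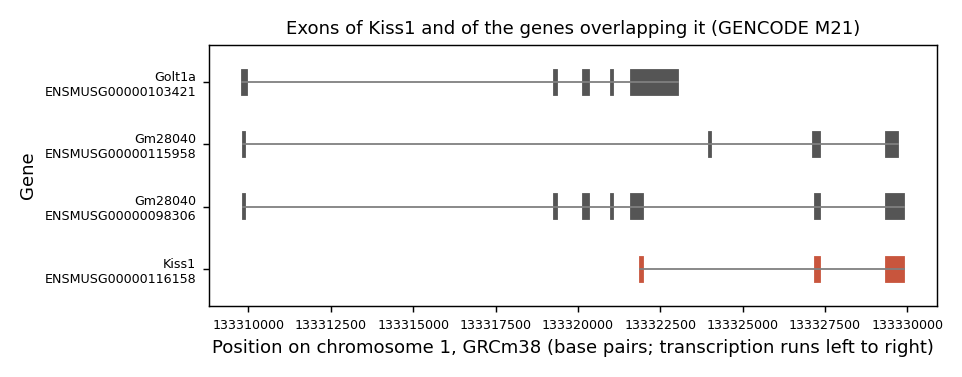
Exons (boxes) and introns (lines) of *Kiss1*, of *Golt1a* and of both identifiers named *Gm28040* on chromosome 1 of GRCm38 (horizontal axis, base pairs), from the GENCODE M21 annotation. The last exons of *Gm28040* lie on the exons of *Kiss1*.

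**Figure D5:**
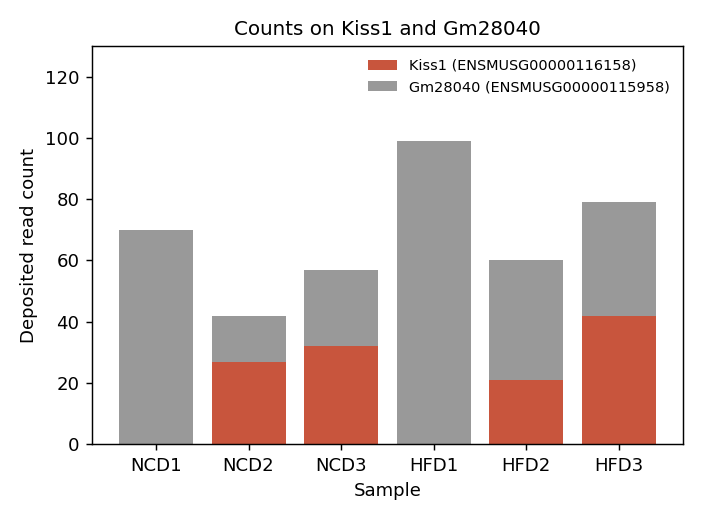
Deposited read counts (vertical axis) on *Kiss1* (red) and *Gm28040* (grey), stacked for each ARC sample (horizontal axis). NCD1 and HFD1 have no count on *Kiss1* and 70 and 99 on *Gm28040*, and the other samples have counts on both.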

### Upregulation of *Ppp2ca* expression in both DIO and ARC^*Ikkβ*CA^ mice

To investigate the cellular expression localization of PP2Ac within the ARC, we co-stained PP2Ac with neuronal nuclei (NeuN, a neuronal marker) and ionized calcium-binding adapter molecule 1 (IBA1, a microglia marker) in ARC. Our findings showed that neuronal cells predominantly express PP2Ac, while its presence in microglia is minimal (Figures S4D and S4E). To validate our hypothesis that inflammation-induced upregulation of PP2Ac leads to decreased activity of AKT and CREB1 in the hypothalamus, we first examined PP2Ac expression in both DIO and ARC^*Ikkβ*CA^ mice. The immunofluorescence results revealed an elevated expression of PP2Ac in ARC cells, including Kiss1 neurons, as evidenced by the increased fluorescence signal observed in these cells (Figures 4A–4D). The increased expression of PP2Ac in the hypothalamus was subsequently confirmed by western blot studies in both DIO and ARC^*Ikkβ*CA^ male mice (Figures 4E, 4F, and 4G). Importantly, we observed a significant reduction in the phosphorylation levels of AKT and CREB1 in the hypothalamus of both DIO and ARC^*Ikkβ*CA^ male mice (Figures 4E, 4F, 4H, and 4I). The present findings provide further support for our hypothesis that the involvement of PP2Ac, AKT, and CREB1 is implicated in LH pulse disorder observed in both DIO and ARC^*Ikkβ*CA^ male mice.

**Figure 4:**
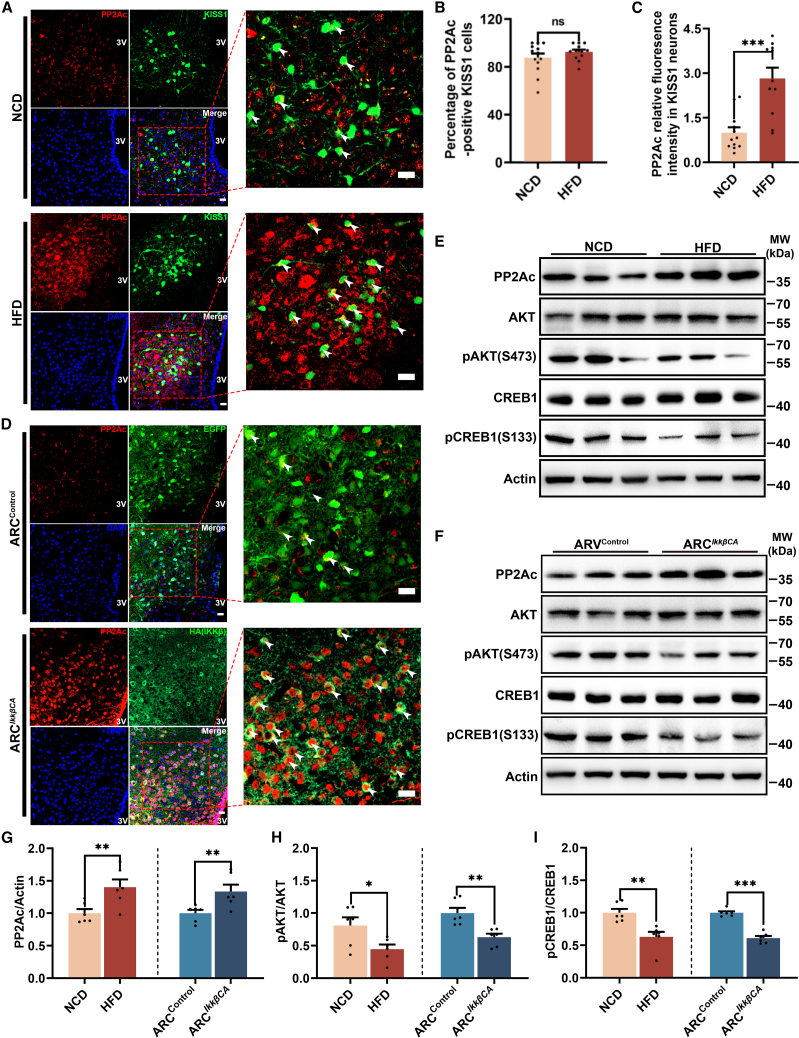
The elevated expression of PP2Ac and decreased activities of AKT and CREB1 in the hypothalamus were confirmed in both DIO mice and ARC^*IKKβ*CA^ mice (A) The representative fluorescence images shows the expression of PP2Ac (Red) in ARC of Kiss1-cre::R26R-EYFP mice under NCD and HFD. The white arrow indicates the expression of PP2Ac in Kiss1 neurons, scale bar: 20 μm. (B) The counting statistics of PP2Ac-positive cells were performed for Kiss1 neurons in the NCD and HFD group (*n* = 3). (C) Relative quantification of PP2Ac in Kiss1 neurons in the NCD and HFD group (*n* = 3). (D) PP2Ac expression in ARC of ARC^Control^ and ARC^*Ikkβ*CA^ group male mice, The white arrow indicates the expression of PP2Ac in AAV-infected neurons, scale bar: 20 μm. (E and F) Western blot analysis of the protein levels of PP2Ac, AKT, pAKT, CREB1, and pCREB1 in the hypothalamus of NCD mice and HFD mice (E) and ARC^Control^ and ARC^*Ikkβ*CA^ mice (F). (G–I) Quantification of protein levels of PP2Ac (G), pAKT (H), and pCREB1 (I) in the hypothalamus of NCD and HFD mice and ARC^Control^ and ARC^*Ikkβ*CA^ mice (*n* = 6). Data are presented as mean ± SEM,∗ indicates a significant difference (∗ means *p* < 0.05, ∗∗ means *p* < 0.01, ∗∗∗ means *p* < 0.001), “ns” indicates non-significant difference, Student’s t test.

### *Ppp2ca* overexpression repression of AKT and CREB1 activities

The MHYPOE-N43/5 cell line (N43/5 cells), a mouse embryonic neuron cell line expressing the *Kiss1* gene, was selected as an *in vitro* model to investigate the key genes involved in the proposed signaling pathway. We established an N43/5 cell line with constitutive activation of NF-κB signaling by expressing a constitutively active form of IKKβ (referred to as the *Ikkβ*^CA^ cell line) (Figure 5A). The activation of NF-κB signaling in *Ikkβ*^CA^ cells was confirmed by the detection of a significantly elevated protein level of pP65 (Figures 5A and 5B). To our expectation, the activation of NF-κB signaling pathway in N43/5 cells led to markedly upregulated PP2Ac protein expression (Figures 5A and 5C). Furthermore, significant reductions in protein levels of pAKT and pCREB1 were observed in *Ikkβ*^CA^ cells (Figures 5G, 5D, and 5E). Interestingly, the mRNA levels of the downstream targeted genes early growth response 1 (*Egr1*), and *Kiss1* were significantly reduced, while the expressions of other targeted genes including *Fos*, *Fosb,* and FOS like 2, AP-1 transcription factor subunit (*Fosl2*) were significantly increased (Figure 5F). The *Fos* gene is an immediate early gene (IEG) that forms heterodimers, specifically the activator protein 1 (AP1), with Jun family proteins to regulate gene expression.^36^^,^^37^ It is expressed in most cell types of the central nervous system and is rapidly induced in response to a variety of acute stimuli, including inflammatory, stress, neuroendocrine, and neuropeptide signals.^38^^,^^39^^,^^40^^,^^41^ However, numerous studies have shown that the level of neuronal *Fos* mRNA is significantly reduced after long-term exposure to chronic stress.^42^^,^^43^^,^^44^ Therefore, we prolonged the culture time of *Ikkβ*^CA^ cells for 5 days and 7 days. The prolong cultured *Ikkβ*^CA^ cells showed a significant reduction in the expression levels of genes, such as *Fos*, *Fosb*, and *Fosl2* (Figures S5C and S5D). To further validate our findings, we established a *Ppp2ca* gene overexpressed N43/5 cell line overexpresses the (*Ppp2ca-*OE cells) (Figure S5A). Consistently, the *Ppp2ca*-OE cells showed a decrease level of pAKT and pCREB1 protein (Figures 5G–5I). Moreover, the mRNA levels of downstream targeted genes including *Fos*, *Fosb*, *Fosl2*, *Egr1*, and *Kiss1* also decreased (Figure 5M).

**Figure 5:**
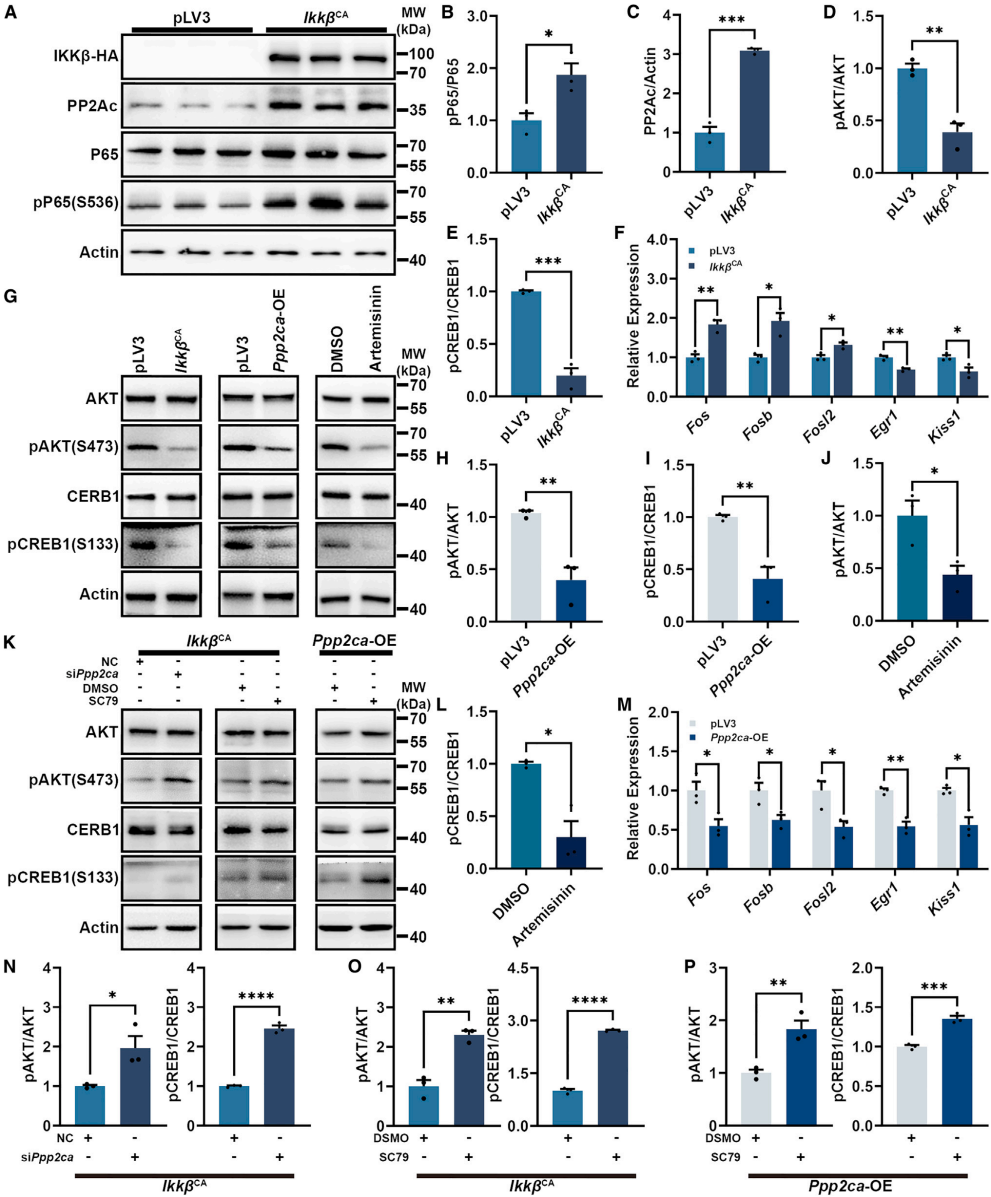
The activation of NF-κB signaling or the overexpression of *Ppp2ca* led to the inhibition of AKT and CREB1 activities (A) Western blot analysis of *Ikkβ***-**HA, PP2Ac, P65, and pP65 in control and *Ikkβ*^CA^ cells. (B–E) The quantification of protein levels of pP65 (B), PP2Ac (C), pAKT (D), and pCREB1 (E) in control and *Ikkβ*^CA^ cells (*n* = 3). (F and M) Relative mRNA levels of *Fos*, *Fosb*, *Fosl2*, *Egr1*, and *Kiss1* in control and *Ikkβ*^CA^ cells (F), control and *Ppp2ca*-OE (M) treated cells (*n* = 3). (G) Western blot analysis of AKT, pAKT, CREB1, and pCREB1 in control and *Ikkβ*^CA^ cells, control and *Ppp2ca*-OE cells and DMSO treated and Artemisinin treated cells. (H–J, and L) The quantification of protein levels of pAKT, pCREB1 in control and *Ppp2ca*-OE cells (H and I) and DMSO treated and Artemisinin treated cells (J and L) (*n* = 3). (K) Western blot analysis of AKT, pAKT, CREB1, and pCREB1 in the *Ikkβ*^CA^ cells treated with NC, si*Ppp2ca*, DMSO, and SC79, as well as in *Ppp2ca-*OE cells treated with DSMO and SC79. (N–P) The quantification of protein levels of pAKT, and pCREB1 in the *Ikkβ*^CA^ cells*,* treated with NC and si*Ppp2ca* (N) (*n* = 3), DMSO and SC79 (O) (*n* = 3), and in the *Ppp2ca*-OE cells treated with DSMO and SC79 (P) (*n* = 3). Data are presented as mean ± SEM,∗ indicates a significant difference (∗ means *p* < 0.05, ∗∗ means *p* < 0.01, ∗∗∗ means *p* < 0.001, ∗∗∗∗ means *p* < 0.0001), Student’s t test.

### The AKT module CREB1 activity in N43/5 cells

The involvement of PP2Ac in the inhibition of AKT and CREB1 phosphorylation has been demonstrated in our study. However, it remains elusive whether the AKT modulate CREB1 activity in our proposed signaling pathway. To address this question, we treated N43/5 cells with the AKT inhibitor Artemisinin^45^ and observed a significant decrease in protein levels of pAKT and pCREB1 (Figures 5G, 5J, and 5L), accompanied by a notable reduction in mRNA levels of *Fos*, *Fosb*, *Fosl2*, *Egr1*, and *Kiss1* (Figure S5E). Interestingly, when the *Ppp2ca* gene was silenced in *Ikkβ*^CA^ cells through treatment with the small interfering RNA of *Ppp2ca* (si*Ppp2ca*) (Figure S5B and Table S7), a significant increase in protein levels of pAKT and pCREB1 was observed (Figures 5K and 5N). Additionally, there was a notable elevation in mRNA levels of *Fos*, *Fosl2*, *Fosb*, *Egr1*, and *Kiss1* (Figure S5F). On the contrary, we also treated both *Ikkβ*^CA^ cells and *Ppp2ca*-OE cells with AKT activator SC79. The results showed a significant increase of protein levels of pAKT and pCREB1 following AKT activation were observed in both cell lines (Figures 5K, 5O, and 5P). Accordingly, mRNA levels of *Fos*, *Fosl2*, *Fosb*, *Egr1*, and *Kiss1* exhibited a significant increase (Figures S5G and S5H). Together, these findings demonstrated that AKT played an important role in module CREB1 activity, subsequently resulting in regulation of the expression of *Fos*, *Fosl2*, *Fosb*, *Egr1*, and *Kiss1.*

### Overexpression of ARC *Ppp2ca* led to disruption of LH pulse

To investigate the physiological role of hypothalamic PP2Ac on LH pulse pattern and sperm quality, we established an ARC *Ppp2ca* overexpression mouse model (referred to as the ARC^*Ppp2ca*^ mice) by injection of AAV-CAG-EGFP-*Ppp2ca* into the male mice ARC (Figures 6A–6C). Afterward, we observed a significant reduction in the phosphorylation levels of AKT and CREB1 in the hypothalamus of ARC^*Ppp2ca*^ male mice (Figures 6D and S6A). The ARC^*Ppp2ca*^ mice exhibited significant alterations in peripheral blood LH release pattern (Figure 6E). The mean LH, LH amplitude, and basal LH in the ARC^*Ppp2ca*^ mice were significant decreased (Figure 6F), whereas the peak frequency of LH pulses displayed a notable increase (Figure 6F). The levels of basal LH and peak LH exhibited a significant declining trend, characterized by a reduction in their values (Figure 6F). The peripheral blood testosterone level was significant decrease in ARC^*Ppp2ca*^ mice (Figure 6G). Furthermore, the ARC^*Ppp2ca*^ male mice also exhibited a decline in sperm quality, characterized by reduced sperm production, diminished sperm motility, and increased sperm mortality (Figure 6H). Moreover, qPCR results showed that a significant decrease of mRNA levels of testicular function related genes including *Hsd3β*, *Hsd17β*, *Star*, *Cyp11a1*, and *Cyp11b1* (Figure S6B) and blood-testis barrier-related genes including *Icam1*, *Tjp1*, and *Gja1* were observed in ARC^*Ppp2ca*^ male mice (Figure S6C). We examined the expression changes of *Fos* and other genes in the hypothalamus of ARC^*Ppp2ca*^ male mice. The results revealed a significant reduction in the expression of these genes in the hypothalamus of ARC^*Ikkβ*CA^ and ARC^*Ppp2ca*^ male mice (Figures S6D and S6E). H&E staining results showed that no significant damages observed in the various aspects of ARC^*Ppp2ca*^ mice testes (Figure S6F). Together, these findings indicate that overexpression of *Ppp2ca* in the ARC leads to a disruption in LH pulse pattern and impairment of sperm quality in male mice, which consistent with our findings observed in DIO and ARC^*Ikkβ*CA^ mice.

**Figure 6:**
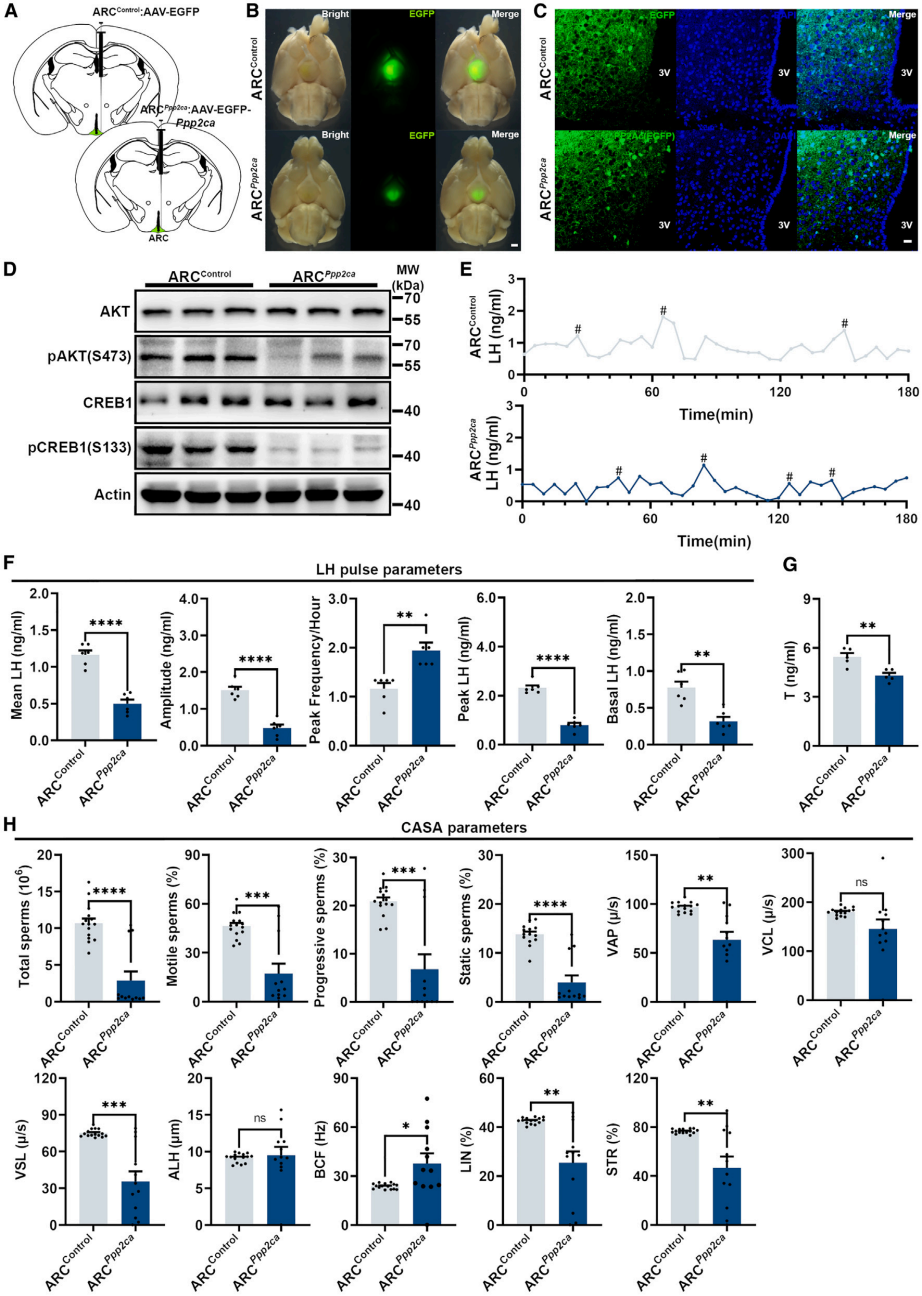
Excessive expression of *Ppp2ca* in the ARC resulted in disturbances to LH pulse patterns and a decline in sperm quality (A) Schematic depiction of stereotaxic injection of AAV-CAG-EGFP and AAV-CAG-EGFP-*Ppp2ca* viral vectors into the mouse hypothalamus. (B) The ventral view of AAV virus injected mouse brains under fluorescence microscope, scale bar:1,000 μm. (C) Representative immunofluorescence images showed the expression of EGFP and PP2Ac in the ARC of AAV virus injected mice, scale bar: 20 μm; 3V: Third ventricle. (D) Western blot analysis of AKT, pAKT, CREB1, and pCREB1 in the hypothalamus of ARC^Control^ and ARC^*Ppp2ca*^ mice. (E) The representative LH pulse curves of ARC^Control^ and ARC^*Ppp2ca*^ mice, # indicates the peak LH concentration. (F) Mean LH, amplitude, peak frequency, peak LH, and basal LH in whole blood of male mice from ARC^Control^ and ARC^*Ppp2ca*^ mice (*n* = 6). (G) Serum T levels of male mice from ARC^Control^ and ARC^*Ppp2ca*^ mice (*n* = 6). (H) Total sperms, motile sperms, progressive sperms, VAP, VCL, VSL, ALH, BCF, LIN, and STR of male mice from ARC^Control^ (*n* = 15) and ARC^*Ppp2ca*^ mice (*n* = 13). Data are presented as mean ± SEM, ∗ indicates a significant difference (∗ means *p* < 0.05, ∗∗ means *p* < 0.01, ∗∗∗ means *p* < 0.001, ∗∗∗∗ means *p* < 0.0001), “ns” indicates non-significant difference, Student’s t test.

## Discussion

Obesity, a condition characterized by the excessive accumulation of fat tissue, has emerged as a major public health issue with widespread implications.^46^^,^^47^ In addition to its well-established links to diabetes and cardiovascular disorders, obesity also exerts a substantial influence on reproductive well-being, notably affecting the quality of sperm in males.^48^^,^^49^^,^^50^^,^^51^ Obesity disturbs the delicate hormonal balance necessary for the development of sperm, a process known as spermatogenesis.^52^^,^^53^ One notable factor of its impact resides in the disruptive consequences it has on the HPG axis, a vital regulatory mechanism that governs reproductive function in both males and females.^54^ However, the molecular mechanism underlying the disruption of HPG axis regulation and subsequent decline in sperm quality caused by obesity remains poorly understood.

The present study effectively established a DIO male mouse model that displays typical features of obesity. Similar to previous studies, we have observed abnormal levels of reproductive hormones in the serum, accompanied by compromised sperm quality in these obese mice.^6^^,^^7^^,^^55^ Importantly, we also discover, at the first time, that LH pulse release is disrupted in male obesity mice, indicating dysfunction of the HPG axis. The previous studies conducted by us and others have demonstrated that DIO triggers hypothalamic inflammation, subsequently leading to the dysfunction of hypothalamic neurons and a decrease in various physiological functions controlled by the hypothalamus.^27^^,^^56^ Thus, the proposition put forth in this study posits that hypothalamic inflammation plays a pivotal role in the disruption of LH pulse release. The validation of this hypothesis was demonstrated in the ARC^*Ikkβ*CA^ male mice, which exhibited a disrupted pattern of LH pulse release. Interestingly, the ARC^*Ikkβ*CA^ male mice also exhibited a significantly diminished sperm quality, thereby demonstrating that hypothalamic inflammation resulted in impaired sperm quality.

Kiss1 neurons in the ARC of hypothalamus have emerged as key regulator in controlling HPG by modulating the secretion of GnRH.^57^^,^^58^ The observed decrease in *Kiss1* expression in the hypothalamus of both DIO mice and ARC^*Ikkβ*CA^ male mice has prompted us to investigate the underlying molecular mechanism. By implementing the LCM technique, we successfully isolated Kiss1 neurons enriched in ARC tissues from DIO mice, followed by RNA-seq and bioinformatic analysis. The bioinformatic results led us to construct a signaling network wherein the *Ppp2ca* gene assumes a pivotal regulatory role. The gene *Ppp2ca* encodes the catalytic subunit of protein phosphatase 2A.^59^ PP2A, a prominent phosphatase that acts on serine/threonine residues, consists of three subunits: a scaffold subunit A, a regulatory subunit B, and a catalytic subunit C,^60^ was reported to exerts negative control over the NF-κB, MAPK, and wingless/integrated (Wnt) signaling pathways.^61^^,^^62^^,^^63^^,^^64^ Several studies showed that the promotion of inflammatory bodies’ activation was facilitated by PP2Ac and increase expression of *Ppp2ca* in T cells significantly contribute to molecular defects in systemic lupus erythematosus.^65^^,^^66^^,^^67^ Moreover, PP2Ac has also been reported to mediate the transduction of NF-κB signaling pathway and contribute to the enhancement of inflammatory response.^68^^,^^69^^,^^70^ In the current study, we demonstrated that activation of NF-κB signaling resulted into increase expression of *Ppp2ca* in both N43/5 cells and mouse hypothalamus. The AKT and CREB1, the downstream protein of PP2Ac, also exhibited reduced activities in both N43/5 cells and the mouse hypothalamus upon activation of NF-κB signaling, which was associated with the downregulation of CREB1-targeted genes. Consistent with these results, high expression of *Ppp2ca* led to decrease activities of AKT and CREB1 and decrease expression of CREB1-targeted genes. Additionally, we demonstrated that AKT signaling modulate the CREB1 activity in both N43/5 cells and hypothalamus. Together, through a series of experiments, we validated our bioinformatic analysis proposed signaling network, which aids in comprehending the molecular mechanism underlying the dysfunction of HPG induced by DIO.

In the present study, we explored the physiological role of increase expression of *Ppp2ca* in hypothalamus by establishing the ARC^*Ppp2ca*^ male mice. Interestingly, the ARC^*Ppp2ca*^ male mice showed abnormal LH pulse release and decrease of sperm quality. In addition, there was a decrease in the activities of AKT and CREB1, leading to downregulation of genes targeted by CREB1. These observations align with the findings in DIO and ARC^*Ppp2ca*^ male mice. These results contribute to our understanding of molecular mechanism of the detrimental effects of DIO on sperm quality.

In summary, our study was the first to report that DIO induces alterations in the function of HPG, as evidenced by abnormal LH pulse release, leading to impaired sperm quality. Through RNA-seq coupled bioinformatic analysis and subsequent experimental validation, we have unraveled a signaling network involving NF-κB signaling and *Ppp2ca* expression that responsible for the detrimental effects of DIO on sperm quality. Our discovery provides new insights into the molecular mechanism that underlies the decline in sperm quality caused by DIO.

### Limitations of the study

Previous studies have shown that inflammation-related changes are more closely associated with microglia cells, particularly the NF-κB signaling pathway.^71^ Thus, one limitation of our study is that we primarily focused on investigating the impact of hypothalamic NF-κB signal activation as a whole on LH pulse and sperm quality, while giving less attention to the role of microglia cells in the hypothalamus. In future studies, we are interested in examining inflammation-related changes in various cell types of the hypothalamus of DIO mice and reveal the underlying regulatory mechanisms.

## Resource availability

### Lead contact

Further information and requests for resources and reagents should be directed to and will be fulfilled by the lead contact, Juxue Li ().

### Materials availability

This study did not generate new unique reagents.

### Data and code availability

• The RNA-seq data reported in this paper have been deposited the NCBI GEO Datasets platform (accession number: GSE284408), and are publicly available as of the date of publication.
• Any additional information required to reanalyze the data reported in this paper is available from the lead contact upon request.
• This paper does not report original code.

## Acknowledgments

This research was supported by multiple funding sources, including the Noncommunicable Chronic Diseases-National Science and Technology Major Project（2024ZD0530203), 10.13039/501100001809National Natural Science Foundation of China (grant no. 81570774, 82070872, 92049118, and 82370854), Jiangsu Province’s Innovation Personal as well as Innovative and Entrepreneurial Team of Jiangsu Province (grant no. JSSCTD2021), 10.13039/501100002858China Postdoctoral Science Foundation (grant no. 2023M741790), Jiangsu Funding Program for Excellent Postdoctoral Talent (grant no. 2023ZB558), and Xuzhou Medical Reserve Talents Project (grant no. XWRCHT20220005).

## Author contributions

J.L., conceptualization, funding acquisition, supervision, writing-original draft, and writing-review and editing; J.P., conceptualization, funding acquisition, investigation, and writing-review and editing; Q.J., supervision and writing-review and editing; W.Z., supervision and writing-review and editing; X.F., conceptualization, data curation, investigation, methodology, software, validation, visualization, writing-original draft, and writing-review and editing; M.X., methodology, investigation, and validation; Y.L., funding acquisition and writing-review and editing; X.W., data curation, investigation, methodology, and validation; Y.D., investigation and validation; X.Z., investigation and validation; W.Y., investigation and validation; Y.C., writing-review and editing.

## Declaration of interests

The authors declare no competing interests.

## STAR★Methods

### Key resources table

**Table:** 

REAGENT or RESOURCE	SOURCE	IDENTIFIER
**Antibodies**		

Anti-bovine LH Antibody	University of California	Cat# 518B7; RRID: AB_2665514
Anti-h LH 5303 SPRN-5 Mouse Monoclonal antibody	Medix Biochemica	Cat# 100588; RRID: AB_2784503
HA-Tag Rabbit Monoclonal Antibody	Cell Signaling Technology	Cat# 3724; RRID: AB_1549585
Phospho-Akt (Ser473) Rabbit Monoclonal Antibody	Cell Signaling Technology	Cat# 4060; RRID: AB_2315049
Akt (pan) Rabbit Monoclonal Antibody	Cell Signaling Technology	Cat# 4691; RRID: AB_915783
PP2A C Subunit Rabbit Antibody	Cell Signaling Technology	Cat# 2038; RRID: AB_2169495
NF-κB p65 Rabbit Monoclonal Antibody	Cell Signaling Technology	Cat# 8242; RRID: AB_10859369
Recombinant Anti-Iba1 Mouse Monoclonal Antibody	Abcam	Cat# ab283319; RRID: AB_2924797
Anti-NeuN Mouse Monoclonal Antibody	Abcam	Cat# ab104224; RRID: AB_10711040
CREB1 Rabbit Polyclonal Antibody	Proteintech	Cat# 12208-1-AP; RRID: AB_2245417
Phospho-CREB1 (Ser133) Rabbit Polyclonal Antibody	Bioworlde	Cat# BS79369
PP2A C Subunit Rabbit Antibody	Bioworlde	Cat# BS4867N
Phospho-NF-κB p65 (Ser536) Rabbit Polyclonal antibody	Bioworlde	Cat# BS66162
DDDDK(Flag)-tag Rabbit Polyclonal Antibody	Bioworlde	Cat# AP0007
β-Actin Mouse Monoclonal Antibody	Beyotime	Cat# AF0003; RRID: AB_2893353
α-Tubulin Rabbit Polyclonal Antibody	Beyotime	Cat# AF0001; RRID: AB_2922414
HRP-labeled Goat Anti-Rabbit lgG (H+L)	Beyotime	Cat# A0208; RRID: AB_2892644
HRP-labeled Goat Anti-Mouse IgG (H+L)	Beyotime	Cat# A0216; RRID: AB_2860575
Goat Anti-Rabbit IgG (H+L) Highly Cross-Adsorbed Secondary Antibody, Alexa Fluor Plus 555	Thermo Fisher Scientific	Cat# A32732; RRID: AB_2633281
Goat anti-Mouse IgG (H+L) Highly Cross-Adsorbed Secondary Antibody, Alexa Fluor Plus 488	Thermo Fisher Scientific	Cat# A32723; RRID: AB_2633275

**Chemicals, peptides, and recombinant proteins**		

Roswell Park Memorial Institute (RPMI) 1640	Gibco	Cat# C11875500BT
Dulbecco’s Modified Eagle Medium (DMED)	Gibco	Cat# C11995500BT
Penicillin Streptomycin	Gibco	Cat# 15140122
Fetal bovine serum (FBS)	ExCell	Cat# FSP500
Artemisinin	MCE	Cat# HY-B0094
SC79	MCE	Cat# HY-18749
Trizol reagent	Takara	Cat# T9108
SYBR Green Master Mix	Vazyme	Cat# Q331-03

**Oligonucleotides**		

qPCR primers used for expression analysis	This Paper	See Table S6
Small interfering RNAs (siRNAs) used for silence the *Ppp2ca*	This Paper	See Table S7

**Bacterial and virus strains**		

pAAV-CAG-GFP	addgene	Cat# 37825
pAAV2/9n	addgene	Cat# 112865
pAdDeltaF6	addgene	Cat# 112867
pMDLg/pRRE	addgene	Cat# 12251
pRSV-Rev	addgene	Cat# 12253
pCMV-VSV-G	addgene	Cat# 8454
pLV3-CMV-MCS-3×HA-Puro	Miaolingbio	Cat# P30780

**Critical commercial assays**		

Mouse Leptin ELISA Kit	Crystal Chem	Cat# 90030
Mouse Insulin ELISA Kit	biogenic	Cat# MS100
Gonadotropin-releasing hormone Assay Kit	JianCheng	Cat# H297
Luteinizing hormone Assay Kit	JianCheng	Cat# H206-1
Follicle stimulating hormone Assay Kit	JianCheng	Cat# H101-1
Testosterone Assay Kit	JianCheng	Cat# H090-1
Estradiol 2 Assay Kit	JianCheng	Cat# H102
Dual-labeled three-color multiple fluorescence staining reagent Kit	AiFang biological	Cat# AFIHC023
Mycoplasma Stain Assay Kit	Beyotime	Cat# C0296

**Experimental models: Cell lines**		

MHYPOE-N43/5 cell line	Fenghbio	Cat# CL0733
HEK-293FT cell line	BNCC	Cat# BNCC342056
AAV-293 cell line	Cobioer	Cat# CBP60863

**Experimental models: Organisms/strains**		

B6.129X1-Gt (ROSA)26Sor^tm1(EYFP)Cos^/J (R26R-EYFP)	The Jackson Laboratory	RRID: IMSR_JAX: 006148
STOCK Kiss1^tm1.1(cre/EGFP) Stei^/J (Kiss1-cre)	The Jackson Laboratory	RRID: IMSR_JAX: 017701
C57BL/6J	Laboratory Animal Center of Nanjing Medical University	N/A

**Software and algorithms**		

ImageJ	Schindelin et al.^72^	Version 1.53c
Graphpad	BioMed-Soft	Version 9.4.1
GSEA	Subramanian et al.^32^ and Mootha et al.^31^	Version 4.3.2
PulsarOtago	Porteous et al.^73^	https://pulsar.otago.ac.nz
SPSS	IBM	Version 26.0
Cytoscape	Shannon et al.^34^ and Otasek et al.^35^	Version 3.8.0

**Deposited data**		

RNA sequencing raw data	This paper	Accession number: GSE284408

### Experimental model and study participant details

#### Animals

R26R-EYFP (JAX stock #006148), Kiss1-Cre (JAX stock #017701) were purchased from the Jackson Laboratory. The C57BL/6J wild type mice utilized in this study were obtained from the Laboratory Animal Center of Nanjing Medical University. All mice were housed under specific pathogen-free (SPF) conditions, with a temperature maintained at 22-25°C and humidity ranging from 40% to 70%. A light-dark cycle of 12 hours each was implemented, and no more than five mice were kept per cage. All animal experiments conducted in this study have received approval by the Animal Care and Use Committee of Nanjing Medical University and adhere to relevant ethical requirements (IACUC: 2001012).

#### Cell lines

N43/5 cells (Fenghbio, catalog No: CL0733) were cultured in Roswell Park Memorial Institute (RPMI) 1640 medium(Gibco, catalog No: C11875500BT) supplemented with 10% FBS (ExCell, catalog No: FSP500) and 1% of 10,000 U/mL Penicillin Streptomycin (P/S) (Gibco, catalog No: 15140122), under conditions of 37°C and 5% CO_2._ HEK-293FT cells (BNCC, catalog NO: BNCC342056) and AAV-293 cells (Cobioer, catalog NO: CBP60863) were cultured in Dulbecco’s Modified Eagle Medium(DMED, Gibco, catalog No:C11995500BT) supplemented with 10% FBS (ExCell, catalog No: FSP500) and 1% of 10,000 U/mL Penicillin Streptomycin (P/S) (Gibco, catalog No: 15140122), under conditions of 37°C and 5% CO_2._ Cell lines were routinely tested for mycoplasma contamination using Mycoplasma Stain Assay Kit(Beyotime, catalog No: C0296)

### Method details

#### DIO mice model and measurement of relevant metabolic parameters

Four weeks old male mice were fed either an ordinary diet (NCD; 16.5% fat, cobio, catalog No:1010086) or a high-fat diet (HFD; 60% fat, Research Diets, catalog No: D12492) for 16 weeks. Mouse body weight was measured every week. For the glucose tolerance test (GTT), mice were intravenously administered D-glucose (1.25 g·kg^−1^, Sigma, catalog NO: G8644) following an overnight fasting period. Blood samples were collected from the tail vein at 0, 15, 30, 60, 90 and 120 minutes post-injection to measure glucose levels. Glucose measurements were conducted using a glucometer (ACCU-CHEK Aviva Plus System, Aviva). The body composition of mice was assessed by employing a body composition analyzer (MGAG-MED, China, AccuFat-1050).

#### Virus production and injection

The coding sequence (CDS) of the constitutively active fragment of IKKβ (*Ikkβ*CA) and *Ppp2ca* was inserted into the pAAV-CAG-EGFP vector (Addgene, catalog No: 37825) (Figure S1A) to generate the pAAV-CAG-*Ikkβ*CA-3×HA and pAAV-CAG-EGFP-*Ppp2ca*-3×HA (Figures S1B and S1C). The CDS of *Ikkβ*CA and *Ppp2ca* was inserted into the pLV3-CMV-MCS*-*3×HA-Puro vector (Miaolingbio, catalog NO: P30780) (Figure S1D) to create the pLV3-CMV-*IkkβCA*-3×HA-Puro and pLV3-CMV-*Ppp2ca*-3×Flag-Puro (Figures S1E and S1F).

For lentivirus production, HEK-293FT cells were co-transfected with the packaged plasmids including pMDLg/pRRE (addgene, catalog No: 12251), pRSV-Rev (addgene, catalog No: 12253), pCMV-VSV-G (addgene, catalog No: 8454), along with the pLV3-CMV-*Ikkβ*CA-3×HA-Puro or pLV3-CMV-*Ppp2ca*-3×FLAG-Puro (Figure S1). The cell culture supernatant containing released lentiviral particles was collected after 72 hours transfection.

The AAV virus production procedure was described previously.^74^ Briefly, AAV-293 cells were transfected with packaging plasmids pAAV2/9n (addgene, catalog No: 112865) and pAdDeltaF6 (addgene, catalog No: 112867), along with the core plasmid pAAV-CAG-GFP or pAAV-CAG-*Ikkβ*CA or pAAV-CAG-GFP-*Ppp2ca*. The cell culture medium was replaced 10 hours post-transfection, and the transfected cells, along with the cell culture supernatant, were collected after an additional 72 hours culure period. Iodixanol density-gradient ultracentrifugation was utilized for purification and concentration of virus. The concentrated AAVs were diluted with PBS to achieve a concentration of 10^13^ vg·mL^−1^ and stored at -80°C. The virus was injected into 8 weeks old male C57BL/6J wild type mice, which were subsequently allowed to freely eat and drink for a period of 8 weeks. After that, the mice were sacrificed and samples were collected.

#### Stereotaxic surgery

For the stereotactic surgery, the male mice were anesthetized with isoflurane and securely positioned onto a stereotaxic frame (RWD Life Science, China). Following a small incision to expose the skull, where two small holes were drilled, an injection needle was carefully inserted into the brain. A total of 0.5 μL of AAV virus was delivered at a rate of 25 nL per minute using a micro syringe pump (RWD Life Science, China). The specific coordinates used for the injection site were as follows: anterior-posterior [AP], -1.50 mm; dorsal-ventral [DV], -5.85 mm; left-right [LR], ±0.30 mm).

#### Measurement of reproductive hormones

Prior to the experiment, mice were subjected to a 12-hour fasting period while having access to water. Subsequently, their eyeballs underwent surgical removal and blood samples were collected. Approximately 300-500 μL of blood was obtained and allowed to agglutinate at 4°C for 3-6 hours. The blood samples were then centrifuged at 825g for 15 minutes, resulting in separation into supernatant and pellet fractions. The supernatant was meticulously transferred into new 1.5 mL EP tubes. Following the instructions provided by each Enzyme-Linked Immunosorbent Assay (ELISA) kit manufacturer (Leptin: Crystal Chem, catalog No: 90030; Insulin: biogenic, catalog No: MS100; GnRH: JianCheng, catalog No: H297; LH: JianCheng, catalog No: H206-1; FSH: JianCheng, catalog No: H101-1; Testosterone: JianCheng, catalog No: H090-1; E2: JianCheng, catalog No: H102), serum levels of Leptin, Insulin, GnRH, LH, FSH, T and E2 were measured.

The LH pulse measurement protocol employed in this study follows the methodology reported previously.^75^^,^^76^ Briefly, blood samples were collected from the tail tip of mouse and mixed with a PBST solution (0.05% Tween20 in PBS), then frozen using dry ice. Blood samples were obtained every 5 minutes for a total duration of 180 minutes. A high-affinity 96-well plate (Croning, catalog No: 9018) was coated with LHβ capture antibody solution (UC Davis, catalog No: 518B7) at a concentration of 1 ng·μL^−1^. Following an incubation period of 16 hours at 4°C without agitation, the plates underwent washing and blocking with skim milk powder solution at room temperature for 3 hours. Subsequently, after another round of washing, the plates received additions of blood samples and standards (National Hormone and Peptide Program, AFP5306A), followed by incubation at room temperature for a duration of 2 hours. Then, further washing occurred before introducing biotinylated LHβ detection antibody (Medix Biochemica, catalog No: 100588) to the plates which were then incubated again at room temperature for 90 minutes. Afterwards, the plates underwent another round of washing before adding diluted PBST solution containing poly-HRP conjugate streptavidin (1:8000) (Thermo Fisher, catalog No: N200), which was then incubated once more at room temperature for an additional 90 minutes. Following this step, the plates experienced another cycle of washing prior to shading them with O-Phenylenediamine Dihydrochloride (OPD) (Thermo, catalog No: 34005) solution containing H_2_O_2_ (0.1%) at a concentration level of 0.5 mg·mL^−1^; this shading process took place under controlled conditions set at 37°C for 30 minutes. Finally, LH concentration analysis was conducted using full-wavelength microplate reader (Molecular devices, America) with absorbance measurements taken utilizing wavelengths set a 490 nm and 655 nm. The evaluation pertaining to LH pulse characteristic indices was carried out employing PulsarOtago software (https://pulsar.otago.ac.nz) following the methodology described by a previous study.^73^

#### Immunofluorescence

The brain tissues were collected and fixed in 4% paraformaldehyde (PFA) solution. They were then embedded in OCT compound and sliced into sections measuring 20 μm in thickness. The sections were subjected to a 1-hour treatment with a blocking agent consisting of 5% bovine serum albumin (BSA), followed by an overnight incubation at 4°C with primary antibodies (Table S5). After rinse with PBS for three times, fluorophore conjugated secondary antibodies were administered to the sections for 2 hours at room temperature. Subsequently, the sections underwent another round of washing and were counterstained with DAPI (Solarbio, catalog No: C0065). The Tyramide Signal Amplification (TSA) technique (AiFang biological, catalog No: AFIHC023) was employed to enhance the staining scheme in cases where co-staining of primary antibodies from the same species was necessary. Images were captured using a laser scanning confocal microscope (ZEISS, Germany).

#### Computer-aided sperm analysis

To evaluate different sperm parameters, we conducted computer-assisted analysis on mice sperm. In brief, the mice were euthanized and their epididymal tails were carefully dissected, finely sectioned, and placed in 0.5 mL of preheated DMEM (Gibco, catalog No: C11995500BT). The samples were then incubated at 37°C for 5 minutes to ensure complete release of sperm. Subsequently, gentle agitation and mixing took place before extracting a volume of 10 μL for analysis using the IVOS II automatic sperm analyzer (Hamilton Thorne Biosciences, America). The assessed parameters encompassed total count of sperm cells, motility of sperm cells, rate of forward progressive motility, as well as percentage of non-viable sperm cells.

To assess the daily production of sperm (DSP), we employed a well-established methodology.^77^^,^^78^ In brief, unilateral extraction of testicular tissue from mice was performed, followed by dissection and weighing of the white membrane. Subsequently, 1.5 mL of homogenate buffer (comprising 0.9% NaCl and 0.05% Triton X-100) was added to the tissue and homogenized using a homogenizer. The resulting homogenized sample was then diluted at a ratio of 1:10 in buffer solution before mixing with 100 μL of sample diluent combined with an equal volume of 0.04% Trypan blue dye for incubation at room temperature for 90 minutes. Under an optical microscope equipped with a hemocytometer, elongated sperm cells were enumerated through duplicate counts conducted on three distinct squares per count repetition. The final daily sperm count can be calculated as (sperm cell count ∗20∗1.5) /4.84.

#### Hematoxylin-eosin (H&E) staining

The testes were immersed in Bouin’s fixation solution overnight, followed by paraffin embedding and sectioning into 5 μm slices using a vibratome machine. The sections underwent dewaxing with xylene and rehydration with gradient ethanol before being stained with hematoxylin and eosin. Subsequently, the images were captured using an optical microscope (Nikon, Japan).

#### Quantitative PCR

The Trizol reagent (Takara, catalog No: T9108) was employed to extract total RNA from tissues and cells, following the protocol provided by the manufacturer. Afterwards, cDNA synthesis was performed on the RNA samples using PrimeScript RT (Vazyme, catalog No: R323-01). The resulting cDNA was then analyzed via qPCR on an ABI QuantStudio7 instrument (Life Technologies, America), utilizing SYBR Green Master Mix (Vazyme, catalog No: Q331-03). Please refer to Table S6 for the primer sequences.

#### Western blotting

The proteins were obtained from hypothalamic tissues or cell cultures, subjected to SDS-PAGE separation, and subsequently transferred onto a PVDF membrane (Millipore, catalog No: IPVH00010). Following this, the membrane was blocked using 5% skim milk and exposed to an antibody targeting (Table S5). After incubation with horseradish peroxidase-conjugated secondary antibodies (Table S5). The specific bands corresponding to the target proteins were visualized using the ECL Western blotting detection system (Tanon, China). ImageJ software (Version 1.53c) was utilized for quantifying relative protein expression levels.

#### LCM of ARC and RNA-seq analysis

The brains of mice were harvested and thoroughly washed in cold PBS solution until complete removal of any residual blood on their surfaces was achieved. Subsequently, they were preserved by embedding them in OCT compound and storing them at -80°C. Brain tissue sections measuring 20 μm thickness were obtained using a Microtome Cryostat (Thermo, America). These sections were securely mounted onto slides coated with laser microcut membrane (Leica, 11505190). A laser microdissection system (Leica, Germany) was employed to precise excision ARC regions within the brain sections. The harvest tissues were collected into a RNase-free tube and storage at -80°C.

The RNA extracted from the ARC sample was fragmented to obtain segmented mRNA, which served as the template for synthesizing the first strand of cDNA. Subsequently, the cDNA was synthesized through a dNTPs reaction by using. The NovaSeq6000 platform (Illumina, America) was used to acquire the raw data. The clean reads were obtained by Fastq.^79^ The short read comparison tool bowtie2 was used to compare clean reads with the mouse ribosome database.^80^ HISAT2 was utilized for comparative analysis based on the mouse reference genome, classifying the genomic regions into exonic, intronic, and intergenic regions in conjunction with species possessing comprehensive data.^81^ Subsequently, StringTie and RSEM were employed to calculate expression levels of HISAT2 results for gene read count data as well as FPKM values for subsequent differential expression analysis.^82^^,^^83^ DESeq2 was employed to analyze expression levels while differentially expressed genes (DEGs) were identified using a threshold of P-value < 0.05 and |FC| > 1.5.^84^

#### Bio-informatics analysis

To perform GO and KEGG enrichment analyses, the clusterProfiler and org.Mm.eg.db packages were utilized to analyze the differentially expressed genes. The GSEA (Version 4.3.2) analysis was incorporated to provide supplementary information for the screening of candidate genes. Enrichment thresholds were set at *P* < 0.05, FDR < 0.25, and |ES| > 1. Gene enrichment profiles were visualized using the stringr, dplyr, ggplot2, and ggrepel packages. The obtained enrichment results were then utilized to identify relevant signaling pathways. Circular graphs for GO enrichment analysis, interaction graphs for KEGG signaling pathways, and network graphs for Pathway-DEGs interactions were generated using the Enrichplot package. Network relationships of candidate genes were retrieved from the Metascape database (https://metascape.org/). Protein interaction network diagram illustrating the selected genes was plotted using Cytoscape (Version 3.8.0).

#### siRNA and reagents

Three siRNAs were designed based on the CDS region of the *Ppp2ca* gene by using DSIR.^85^^,^^86^ (http://biodev.extra.cea.fr/DSIR/DSIR.html), and their sequences are listed in Table S7. Cells were transfected with Lipofectamine 2000 when they reached approximately 70% confluence, following the manufacturer’s instructions. Subsequently, cells were collected at 24 and 48 hours post-transfection for RNA and protein extraction. The addition of SC79 (10.96 μM) (MCE, catalog No: HY-18749) and Artemisinin (50 μM) (MCE, catalog No: HY-B0094) occurred at 70% confluence of the cells, followed by cell harvesting after 24 hours of culture.

### Quantification and statistical analysis

The data were subjected to statistical analysis using SPSS software (version 26.0, SPSS), and the results were presented as Mean ± SEM. The normality test has been successfully applied to all the data. If the data passes Levene’s test for homogeneity of variances, a student’s t-test assuming equal variances is employed; otherwise, a student’s t-test assuming unequal variances is utilized. Statistical significance was indicated by asterisks (∗ means *P* < 0.05, ∗∗ means *P* < 0.01, ∗∗∗ means *P* < 0.001, ∗∗∗∗ means *P* < 0.0001), while "ns" represented no significant differences.

# Supplementary material for: The sperm quality in DIO male mice is linked to the NF-κB signaling and Ppp2ca expression in the hypothalamus
**Source:** iScience. 2025 Feb 25;28(3):112110. doi: 10.1016/j.isci.2025.112110
**Supplement:** Document S1. Figures S1–S6 and Tables S4–S7

## Supplemental information

**The sperm quality in DIO male mice  
is linked to the NF- $\kappa$ B signaling and *Ppp2ca*  
expression in the hypothalamus**

**Xu Feng, Maoxing Xu, Ying Liu, Xiaoyu Wang, Yiman Duan, Xiaoyan Zheng, Wen Yin, Yafei Cai, Wei Zhang, Qin Jiang, Jing Pang, and Juxue Li**

## Supporting Information

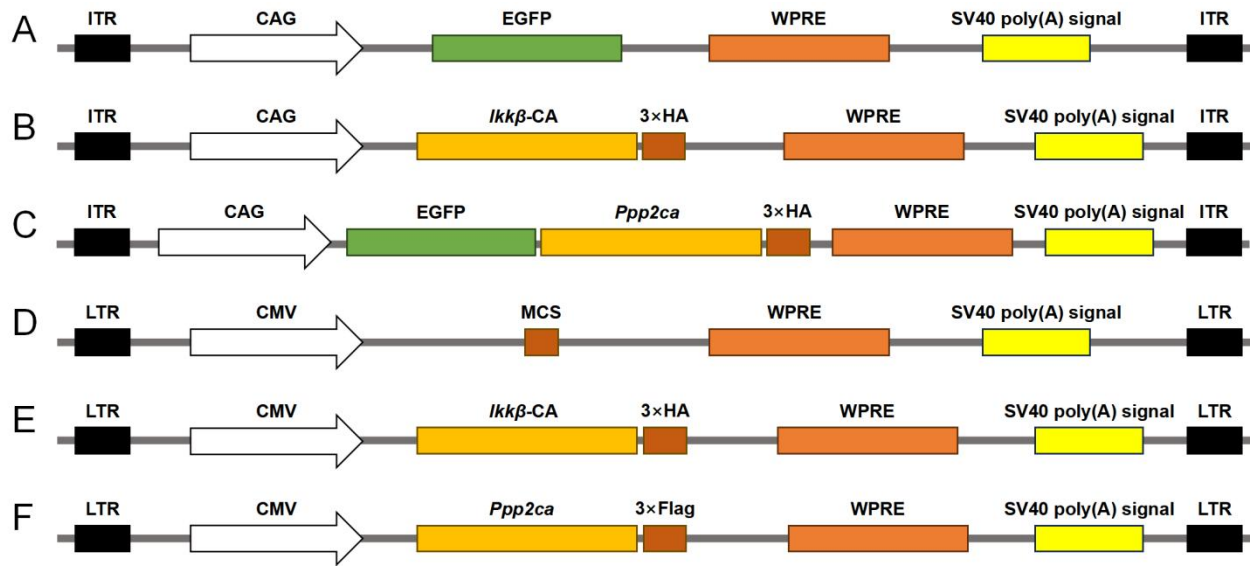

### Supplemental Figure 1 Schematic representation of the structure of the virus core plasmid

(A-F) The schematic diagrams of pAAV-CAG-EGFP (A), pAAV-CAG-*Ikkβ*CA-3×HA (B), pAAV-CAG-EGFP-*Ppp2ca*-3×HA (C), pLV3-CMV-Puro (D), pLV3-CMV-*Ikkβ*CA-3×HA-Puro (E), pLV3-CMV-*Ppp2ca*-3×Flag-Puro (F).

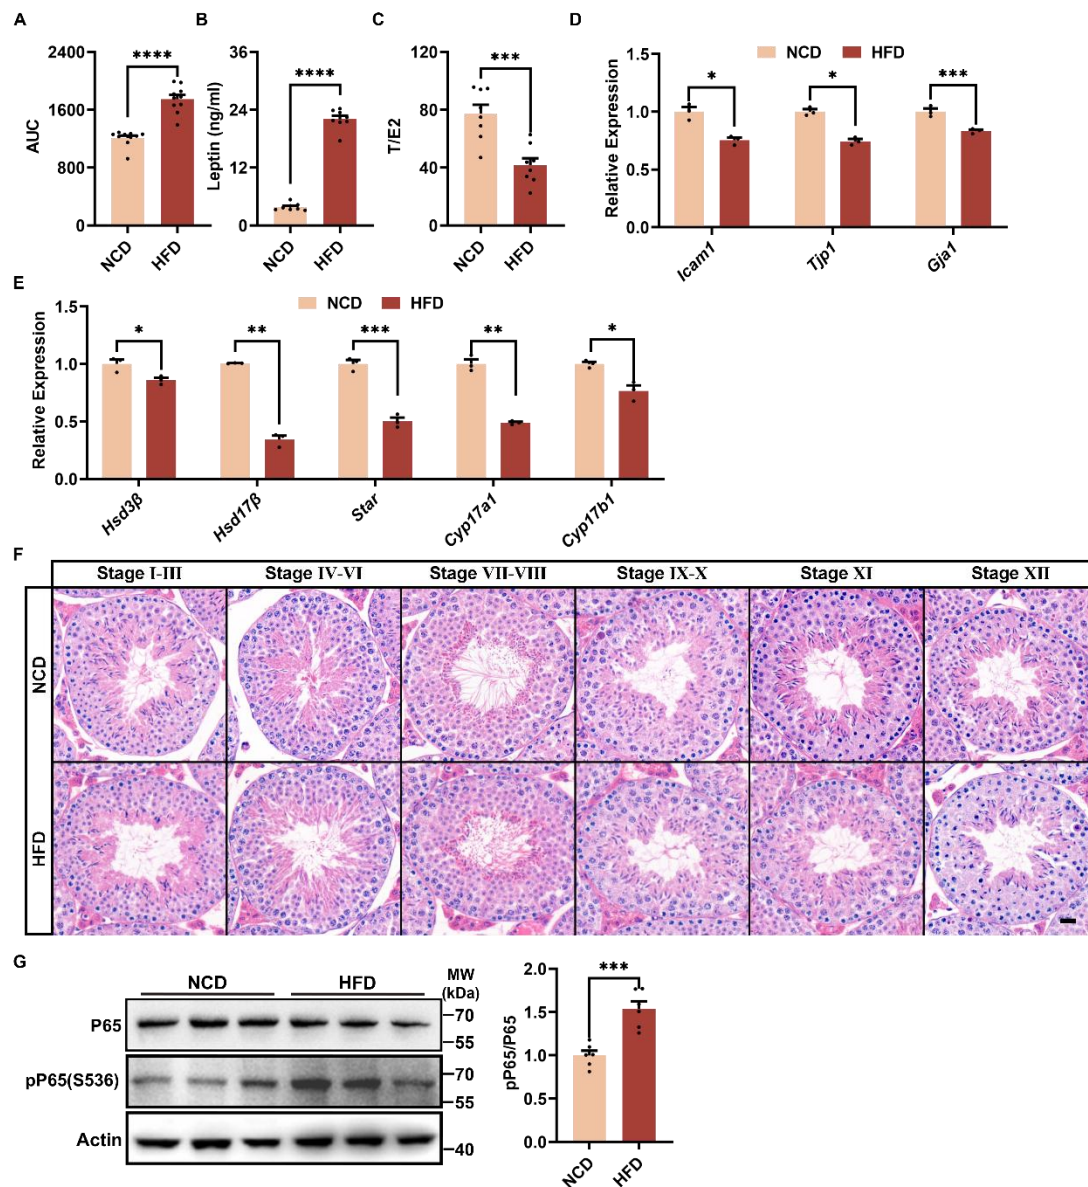

### Supplemental Figure 2 Various metabolic and reproductive indexes were assessed in DIO mice

(A-C) Area under the glucose tolerance test (GTT) curves (A), serum leptin levels (B), T/E2 ratios (C) of normal-chow diet (NCD) & high-fat diet (HFD) mice (n=10).

(D and E) The mRNA levels of blood-testis barrier (BTB) related genes including intercellular adhesion molecule 1 (*Icam1*), tight junction protein 1 (*Tjp1*) and gap junction protein alpha 1 (*Gja1*) (D), and genes associated with the synthesis of testosterone including hydroxy-delta-5-steroid dehydrogenase 3 beta (*Hsd3b*), hydroxy-delta-5-steroid dehydrogenase 17 beta (*Hsd17b*), steroidogenic acute regulatory protein (*Star*), cytochrome P450 family 11 subfamily A member 1 (*Cyp11a1*) and cytochrome P450 family 11 subfamily B member 1 (*Cyp11b1*) (E), of NCD & HFD mice (n=3).

(F) Representative Hematoxylin-eosin (H&E) staining images of testicular tissue from NCD & HFD mice, scale bar = 20  $\mu$ m.

(G) Western blot analysis of P65 and pP65 in **hypothalamus** of NCD & HFD (n=5) group male mice, and the quantification of the pP65 protein levels.

Data are presented as Mean  $\pm$  SEM, \* indicates a significant difference (\* means  $P < 0.05$ , \*\* means  $P < 0.01$ , \*\*\* means  $P < 0.001$ ), student's t-test.

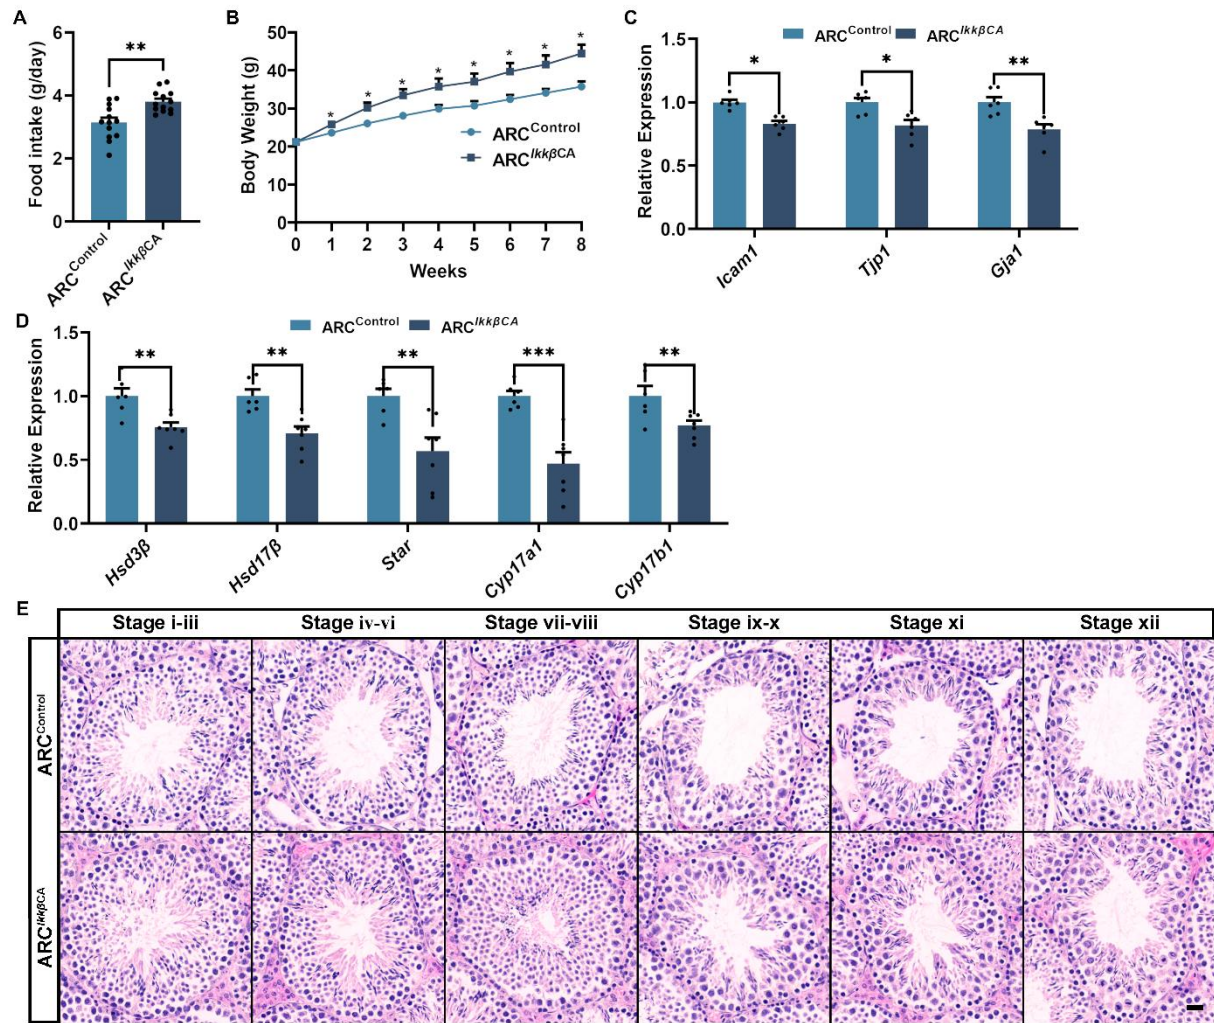

### Supplemental Figure 3 Testicular dysfunction were assessed in ARC<sup>Ikkβ<sup>CA</sup></sup> mice

(A and B) Food intake (n=13)(A) and Body weight (n=5)(B) in ARC<sup>Control</sup> & ARC<sup>Ikkβ<sup>CA</sup></sup> group .

(C and D)The mRNA levels of BTB related genes including *Icam1*, *Tjp1* and *Gjal1* (C), and genes associated with the synthesis of testosterone including *Hsd3β*, *Hsd17β*, *Star*, *Cyp11a1* and *Cyp11b1* (D), in ARC<sup>Control</sup> & ARC<sup>Ikkβ<sup>CA</sup></sup> group (n=6).

(E) Representative H&E staining images of testicular tissue of ARC<sup>Control</sup> & ARC<sup>Ikkβ<sup>CA</sup></sup> mice, scale bar = 20 μm.

Data are presented as Mean ± SEM, \* indicates a significant difference (\* means  $P < 0.05$ , \*\* means  $P < 0.01$ , \*\*\* means  $P < 0.001$ ), student's t-test.

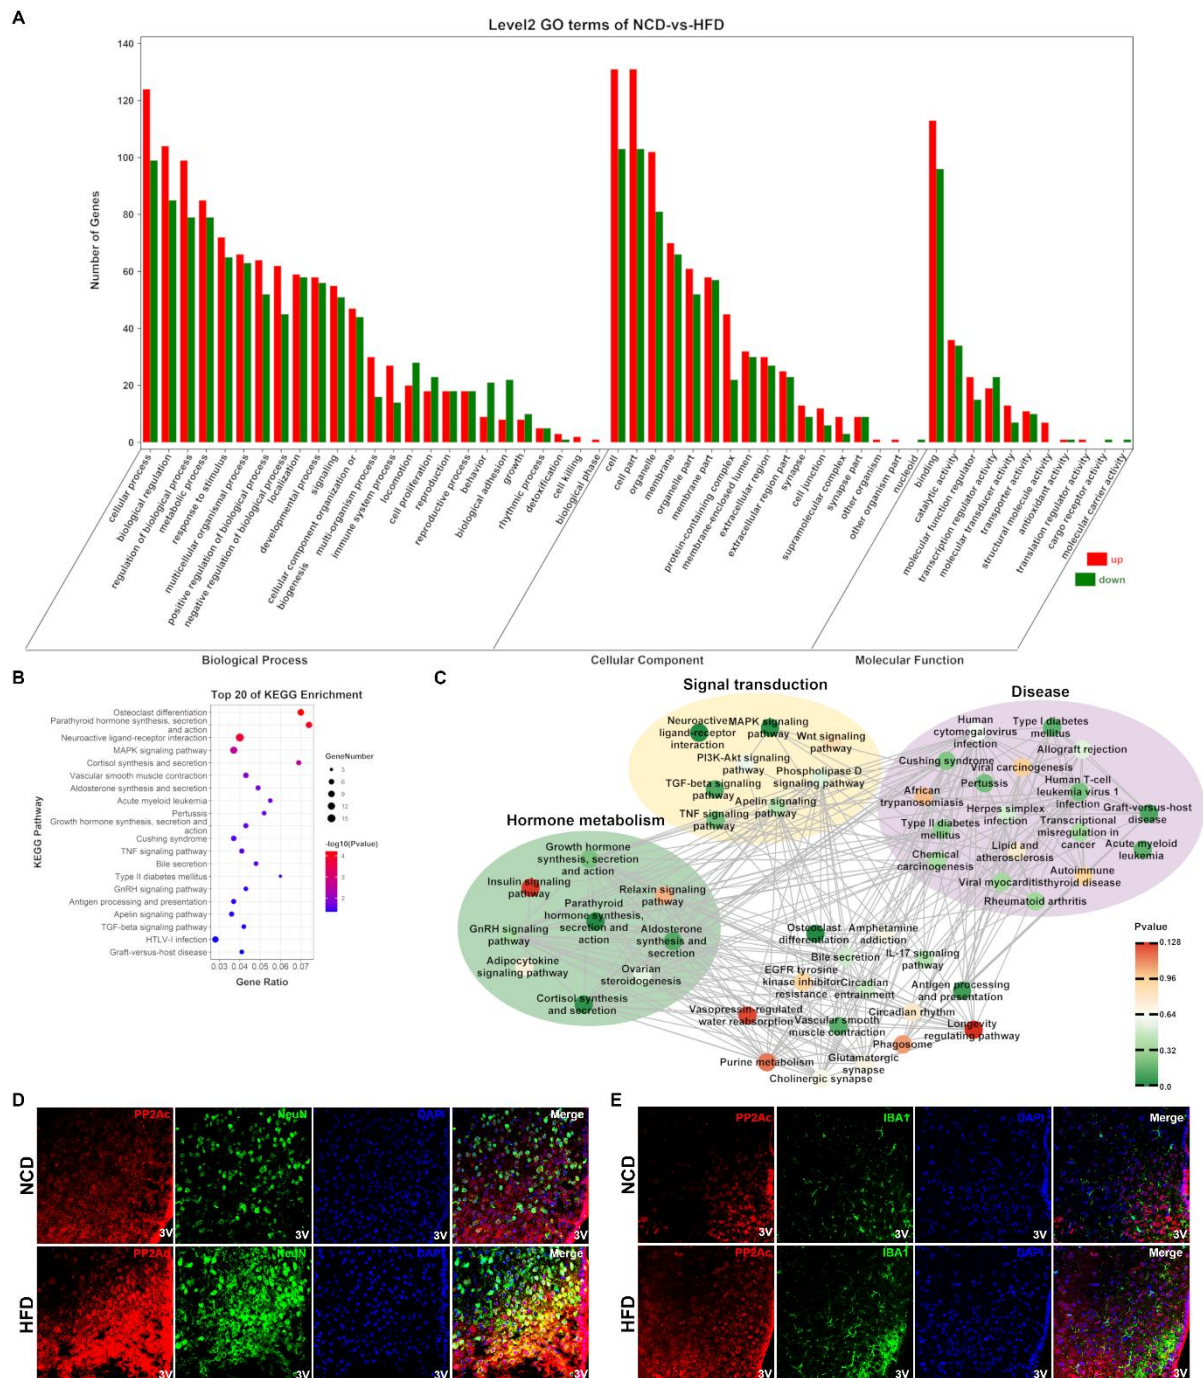

**Supplemental Figure 4 Enrichment analysis of DEGs and localization of PP2Ac in the ARC**

(A) Differentially expressed genes (DEGs) are enriched in various secondary terms.

(B) Top20 of Kyoto Encyclopedia of Genes and Genomes (KEGG) pathways.

(C) The majority of the top 50 signaling pathways in the network exhibit enrichment in Hormone metabolism, Signal transduction, and Disease.

(D) The representative fluorescence images shows the expression of PP2Ac (Red) in neurons (NeuN, Green) of arcuate nucleus (ARC) under NCD and HFD, scale bar= 20  $\mu$ m.

(E) The representative fluorescence images shows the expression of PP2Ac (Red) in microglia (IBA1, Green) of ARC under NCD and HFD, scale bar= 20  $\mu$ m.

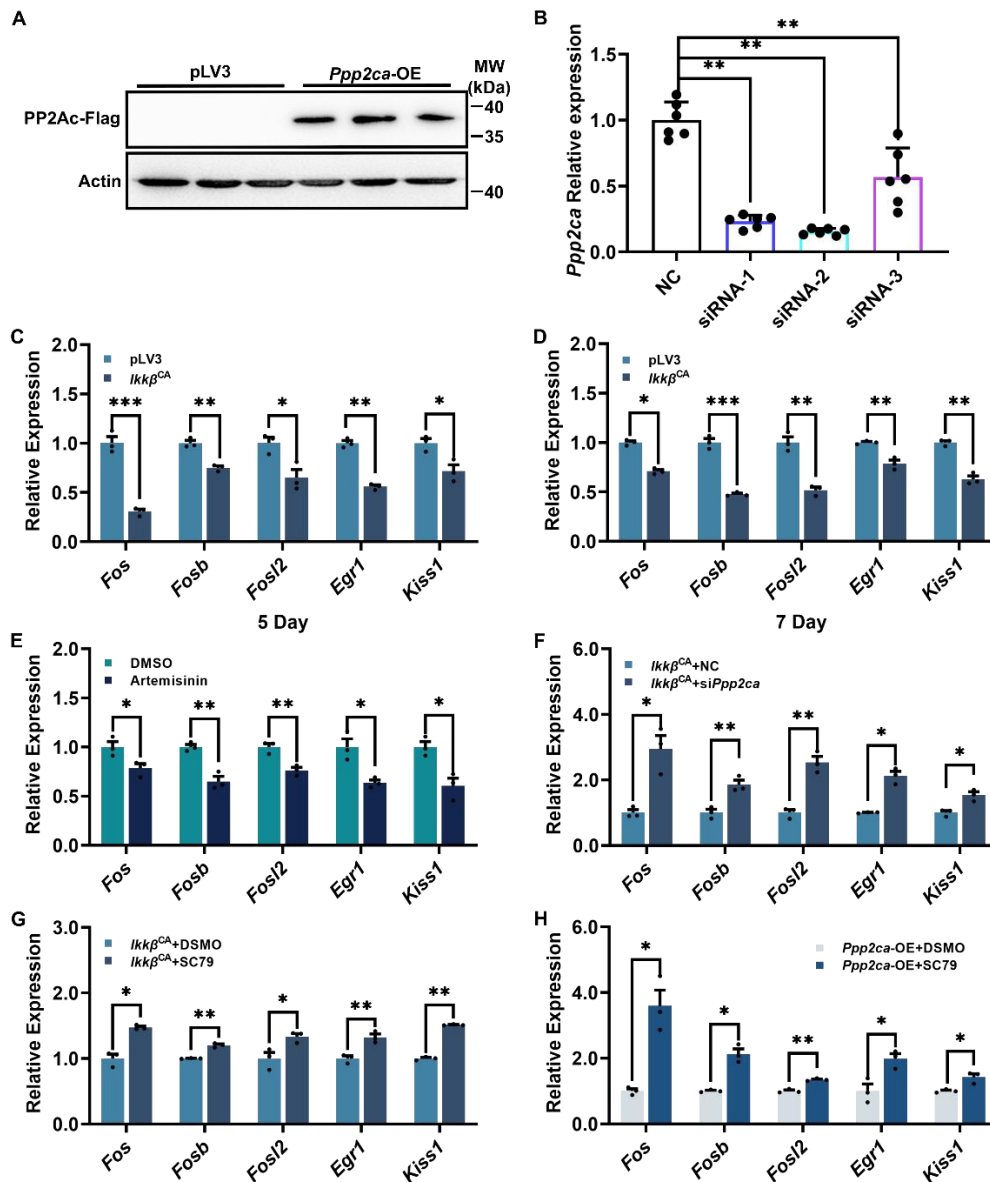

### Supplemental Figure 5 Activation of NF-κB signaling induces upregulation of *Ppp2ca* expression and concomitantly reduction of phosphorylation levels of AKT and CREB1

(A) Western blot analysis of the expression of *Ppp2ca*-Flag in control cells and *Ppp2ca*-OE cells.

(B) Relative mRNA levels of *Ppp2ca* in N43/5 cells treated with NC, siRNA-1, siRNA-2 and siRNA-3 (n=6).

(C and D) Relative mRNA levels of FBJ osteosarcoma oncogene (*Fos*), FBJ osteosarcoma oncogene B (*Fosb*), FOS like 2, AP-1 transcription factor subunit (*Fosl2*), early growth response 1 (*Egr1*) and *Kiss1* in *lkkβ<sup>CA</sup>* cells at Day 5 and Day 7 (n=3).

(E-H) Relative mRNA level of *Fos*, *Fosb*, *Fosl2*, *Egr1* and *Kiss1* in DMSO treated cells & Artemisinin treated cells (n=3) (E), in *lkkβ<sup>CA</sup>* cells treated with NC & si*Ppp2ca* (F) (n=3) and DMSO & SC79 (G) (n=3), in *Ppp2ca*-OE cells treated with DMSO & SC79 (H) (n=3).

Data are presented as Mean ± SEM, \* indicates a significant difference (\* means  $P < 0.05$ , \*\* means  $P < 0.01$ , \*\*\* means  $P < 0.001$ ), student's t-test.

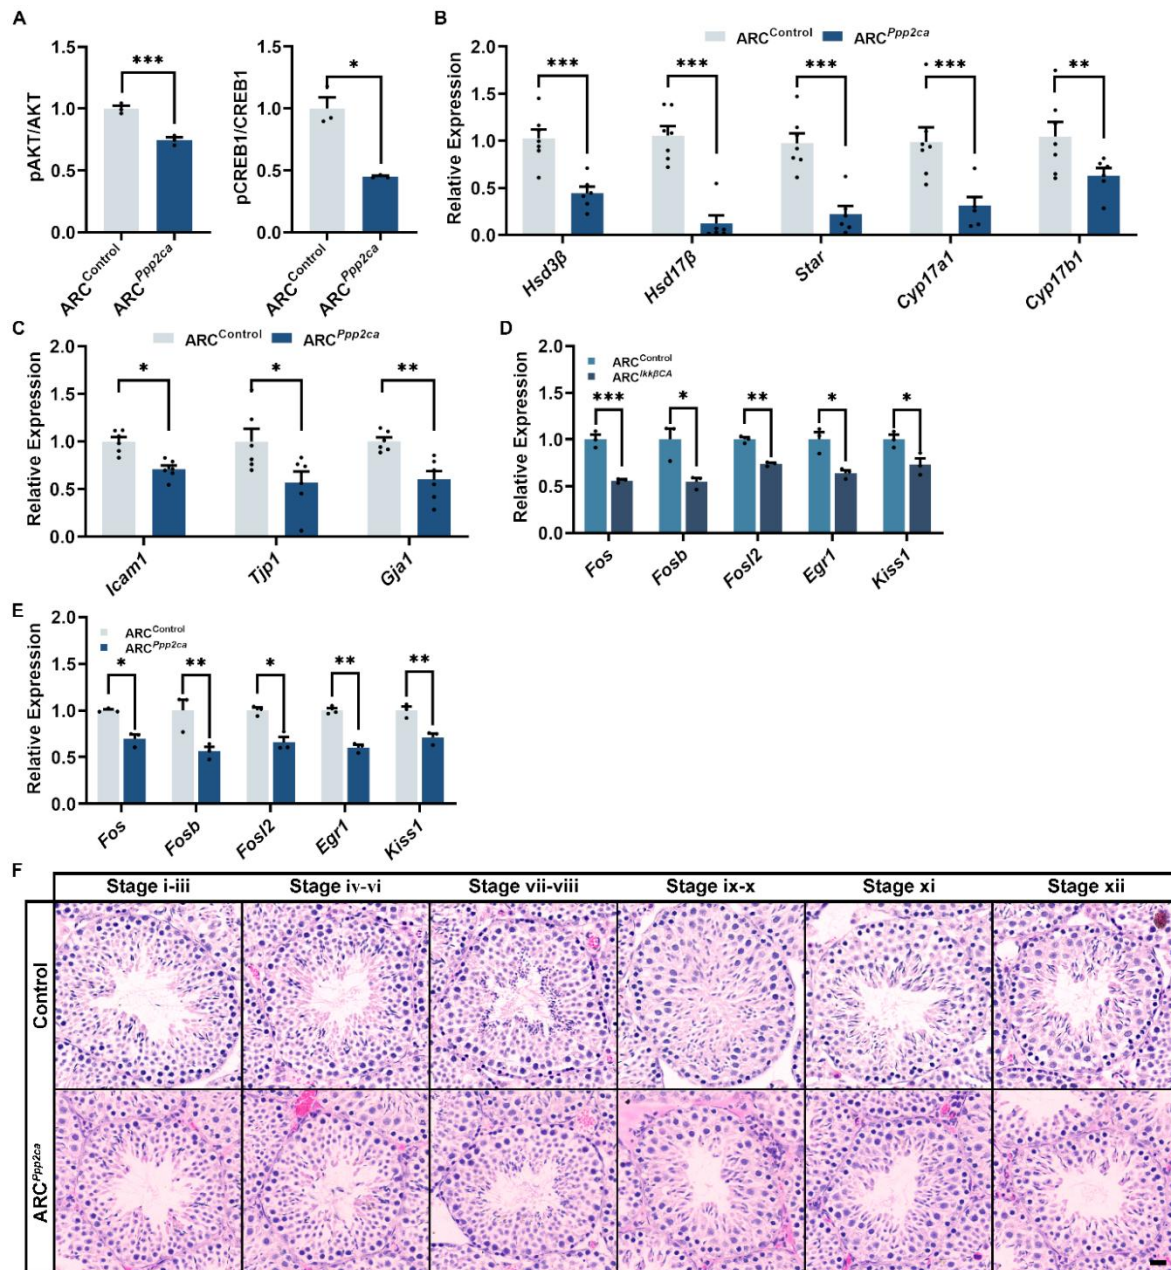

### Supplemental Figure 6 Various reproductive indexes were assessed in ARC<sup>Ppp2ca</sup> mice

(A) The quantification of pAKT and pCREB1 protein levels in hypothalamus of ARC<sup>Control</sup> & ARC<sup>Ppp2ca</sup> mice (n=3).

(B and C) The mRNA levels of the genes associated with testosterone synthesis, including *Hsd3 $\beta$* , *Hsd17 $\beta$* , *Star*, *Cyp11a1* and *Cyp11b1* (B) and BTB related genes including *Icam1*, *Tjp1* and *Gja1* (C) in the testis of ARC<sup>Control</sup> & ARC<sup>Ppp2ca</sup> mice (n=6).

(D and E) Relative mRNA levels of *Fos*, *Fosb*, *Fosl2*, *Egr1* and *Kiss1* in the testis of ARC<sup>Control</sup> & ARC<sup>lkk $\beta$ CA</sup> mice (n=3) (D), and in the testis of ARC<sup>Control</sup> & ARC<sup>Ppp2ca</sup> mice (n=3) (E).

(F) Representative H&E staining images of testicular tissue of ARC<sup>Control</sup> & ARC<sup>Ppp2ca</sup> mice, scale bar = 20  $\mu$ m.

Data are presented as Mean  $\pm$  SEM, \* indicates a significant difference (\* means  $P < 0.05$ , \*\* means  $P < 0.01$ , \*\*\* means  $P < 0.001$ ), student's t-test.

**Supplementary Table 4. Statistics of GSEA enrichment results**

|                | Enrichment in NCD |          |             | Enrichment in HFD |          |             |
|----------------|-------------------|----------|-------------|-------------------|----------|-------------|
|                | Upregulated       | FDR<0.25 | Pvalue<0.05 | Upregulated       | FDR<0.25 | Pvalue<0.05 |
| H              | 27                | 1        | 2           | 23                | 6        | 5           |
| C1             | 128               | 0        | 8           | 114               | 0        | 8           |
| C2:cgp         | 1307              | 38       | 188         | 1352              | 58       | 158         |
| C2:cp.Biocarta | 83                | 0        | 4           | 60                | 0        | 1           |
| C2:cp.reactome | 219               | 1        | 23          | 271               | 16       | 26          |
| C3:mir         | 164               | 1        | 31          | 36                | 0        | 0           |
| C3:tft         | 401               | 70       | 76          | 170               | 0        | 5           |
| C4:cgn         | 176               | 1        | 8           | 251               | 61       | 50          |
| C4:cm          | 175               | 3        | 23          | 175               | 41       | 43          |
| C6             | 104               | 16       | 20          | 84                | 0        | 5           |
| C7             | 2084              | 122      | 245         | 2788              | 69       | 262         |

**Note:** The result of GSEA enrichment analysis by all genes have been identified. H:hallmark gene sets; C1: positional gene sets; C2: curated gene sets; cgp: chemical and genetic perturbations; cp: Canonical pathways; C3: regulatory target gene sets; mir: microRNA targets; tft: transcription factor targets; C4: computational gene sets; cgn: cancer gene neighborhoods; cm: cancer modules; C6: oncogenic signature gene sets; C7: immunologic signature gene sets.

**Supplemental Table 5. List of Antibodies used in this study**

| Antibody                              | Company                  | Cat.NO     | Source | Application | Dilution     |
|---------------------------------------|--------------------------|------------|--------|-------------|--------------|
| LH $\beta$ capture antibody           | University of California | 518B7      | Bovine | ELISA       | 1:5000       |
| LH                                    | Medix Biochemica         | 100588     | Mouse  | ELISA       | 1:500        |
| poly-HRP conjugate streptavidin       | Thermo Fisher            | N200       | /      | ELISA       | 1:8000       |
| Alexa Fluor Plus 555                  | Invitrogen               | A32732     | Goat   | IF          | 1:500        |
| Alexa Fluor Plus 488                  | Invitrogen               | A32723     | Goat   | IF          | 1:500        |
| PP2A- $\alpha$                        | CST                      | 2038       | Rabbit | IF          | 1:2000       |
| IBA1                                  | abcam                    | ab283319   | Mouse  | IF          | 1:250        |
| NeuN                                  | abcam                    | ab104224   | Mouse  | IF          | 1:1000       |
| HA                                    | CST                      | 3724       | Rabbit | IF/WB       | 1:800/1:1600 |
| Phospho-Akt (Ser473)                  | CST                      | 4060       | Rabbit | WB          | 1:1000       |
| Akt                                   | CST                      | 4691       | Rabbit | WB          | 1:1000       |
| Phospho-NF $\kappa$ B p65 (Ser536)    | Bioworlde                | BS66162    | Rabbit | WB          | 1:500        |
| NF- $\kappa$ B p65                    | CST                      | 8242       | Rabbit | WB          | 1:1000       |
| Phospho-CREB1 (Ser133)                | Bioworlde                | BS79369    | Rabbit | WB          | 1:2000       |
| CREB1                                 | Proteintech              | 12208-1-AP | Rabbit | WB          | 1:2000       |
| PP2A- $\alpha$                        | Bioworlde                | BS4867N    | Rabbit | WB          | 1:2000       |
| Flag                                  | Bioworlde                | AP007      | Rabbit | WB          | 1:1000       |
| $\beta$ -Actin                        | Beyotime                 | AF0003     | Mouse  | WB          | 1:1000       |
| $\alpha$ -Tubulin                     | Beyotime                 | AF0001     | Rabbit | WB          | 1:5000       |
| HRP-labeled Goat Anti-Rabbit IgG(H+L) | Beyotime                 | A0208      | Goat   | WB          | 1:1000       |
| HRP-labeled Goat Anti-Mouse IgG(H+L)  | Beyotime                 | A0216      | Goat   | WB          | 1:1000       |

**Supplemental Table 6. List of primers used in this study**

| Gene name      | Primer sequence (5'- 3')   | Accession number |
|----------------|----------------------------|------------------|
| <i>β-Actin</i> | F: TATGCTCTCCCTCACGCCATCC  | NM_007393.4      |
|                | R:GGAACCGCTCGTTGCCAATAGT   |                  |
| <i>Egr1</i>    | F: GCCAGGAGTGATGAACGCAAGA  | NM_007913.4      |
|                | R:AGGAGCCAGGAGAGGAGTAGGA   |                  |
| <i>Fos</i>     | F: CAGCCGACTCCTTCTCCAGCAT  | NM_010234.2      |
|                | R: TGCCGCCTGACATGGTCTTCA   |                  |
| <i>Fosl2</i>   | F: CCAGCAGAAGTTCGGGGTAG    | NM_008037.3      |
|                | R: GTAGGGATGTGAGCGTGGATA   |                  |
| <i>Ppp2ca</i>  | F: ATGGACGAGAAGTTGTTCACC   | NM_019411.3      |
|                | R: CAGTGACTGGACATCGAACCT   |                  |
| <i>Star</i>    | F: TCGCTTGGAGGTGGTGGTAGAC  | NM_178260.3      |
|                | R: GGCCGTGTTTCAGCTCTGATGAC |                  |
| <i>Hsd17b</i>  | F: TCCTGAGCACTTCCGGTGAGAG  | NM_008291.3      |
|                | R: TCATCGGCGGTCTTGCTCATCT  |                  |
| <i>Hsd3b</i>   | F: GGTGACAGGAGCAGGAGGGTTT  | NM_008293.3      |
|                | R: TGACAGCAGCAGTGTGGATGAC  |                  |
| <i>Kiss1</i>   | F: GCTGCTGCTTCTCCTCTGTGTC  | NM_178260.2      |
|                | R: CCAGGCTTGCTCTCTGCATACC  |                  |
| <i>Cyp11a1</i> | F:GCTCAACCTGCCTCCAGACTTC   | NM_019779.4      |
|                | R:CCTGCCAGCATCTCGGTAATGT   |                  |
| <i>Cyp11b1</i> | F:CAGCCTGAAGTTCCTCCACACC   | NM_001033229.3   |
|                | R:CCTCTGCCAGCTCTCGATACAC   |                  |
| <i>Gjal</i>    | F:CTGGTGGTGTCTTGGTGTCTC    | NM_010288.3      |
|                | R:GCTCGCTGGCTTGCTTGTTG     |                  |
| <i>Icam1</i>   | F:CCTGGAGACGCAGAGGACCTTA   | NM_010493.3      |
|                | R:GCCGCTCAGAAGAACCACCTT    |                  |
| <i>Tjpl</i>    | F:AGCTGCCTCGAACCTCTACTCT   | NM_001417372     |
|                | R:CCTGGTGGTGGAACCTTGCTCAT  |                  |

**Supplemental Table 7. List of siRNAs that designed targeting CDS of *Ppp2ca***

| siRNA name | siRNA sequence (5'-3')            |
|------------|-----------------------------------|
| NC         | Sense: CAACAAGAUGAAGAGCACCAA      |
|            | Anti-sense: UUGGUGCUCUUCAUCUUGUUG |
| siRNA-1    | Sense: GCUUGUAGCUCUUAAGGUU        |
|            | Anti-sense: AACCUUAAGAGCUACAAGC   |
| siRNA-2    | Sense: GAACUUGACGACACUCUUA        |
|            | Anti-sense: UAAGAGUGUCGUCAAGUUC   |
| siRNA-3    | Sense: GGCAGAUUCUCUGUCUACA        |
|            | Anti-sense: UGUAGACAGAAGAUCUGCC   |

How the deposited data were processed for this re-analysis (not part of the article)

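RNA-seq was done on ARC tissue taken by LCM from male mice on NCD or HFD, with 3 samples per group. The sample titles and the columns of Table S1 gave the group and the number of each sample. The paper's text does not say whether a sample was a single mouse or several. According to the methods, the authors cleaned the NovaSeq reads, compared them with a ribosomal database using bowtie2, aligned them to the mouse genome with HISAT2 and computed values per gene with StringTie and RSEM. They then compared the groups with DESeq2 and called genes at a p-value under 0.05 and a fold change above 1.5. The paper's text gives no version for these tools and names neither the genome build nor the annotation release.

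The deposited table holds, for each gene and sample, the read count, which the authors did not normalize. It also holds an FPKM value that the authors computed per kilobase of transcript and scaled to the mapped reads, and their mean FPKM per group. The log2 fold change in the table is the authors' log2 ratio of those group means. The p-value and the FDR in the table come from the authors' own comparison. The counts were the input of all main tests here. FPKM values were used for a PCA and an alternative test, and the authors' fold changes, p-values and FDR were used to count their calls and to set them beside the values found here.

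Identifiers were matched to the GENCODE M21 annotation of GRCm38. Of 22322 identifiers, 22267 had a symbol and coordinates in it, and 55 did not. Positions are 1-based. Genes were filtered with edgeR's filterByExpr, which left 14188, and normalized with TMM. They were tested with edgeR's quasi-likelihood test (glmQLFit and glmQLFTest) with the diet as the only term. Log2 CPM for the PCA, the gene lists and the exact tests used a prior count of 2. Lists of marker and pathway genes were tested with limma's camera (two-sided, inter-gene correlation 0.01), adjusted over the 19 lists with at least 5 genes tested. The lists were written from general knowledge before the counts were seen but after Table S1 had been read. Lists taken from the paper's figures and tables hold genes chosen on the same samples and were left out of that adjustment. Single values were compared with two-sided exact permutation tests. With 3 samples against 3 these cannot give a p under 0.1. The software was R 4.3.3, edgeR 4.0.16, limma 3.58.1, DESeq2 1.42.0 and data.table 1.17.8, with Python 3.11.15 and matplotlib 3.10.9 for the figures.

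Total counts ranged from 5171381 to 15925648, and 3 counts, taken as the smallest detectable amount, correspond to 0.58 CPM in the smallest library and 0.188 CPM in the largest. Such limits cover counting error only, since reads without molecular identifiers are not independent molecules. Genes that overlap or have near-identical copies depend on how RSEM divided reads between them, and the paper's text does not say whether strand was used.

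The genes named in the text follow a rule fixed before the data were examined: every gene the paper names for the RNA-seq, every gene of the lists, and up to 5 of the largest increases and 5 of the largest decreases among genes with an adjusted p under 0.05 whose groups did not overlap. *Gm28040* and *Golt1a* were added after the counts of *Kiss1* had been seen. The general neuron markers were added after the table had been examined but before their own values were looked at.

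The replicate numbers shared by the groups come from the sample titles, and the paper does not say that they pair samples. Results are therefore given without the numbers and with the replicate number as a block. The other alternatives fixed before the data were examined were RLE size factors, library totals alone, DESeq2's Wald test, genes with at least 1 count, genes with a mean of at least 50 counts, limma with trend on log2(FPKM + 1) for genes with a mean FPKM of at least 0.5, and each sample left out in turn. Alternatives that had been listed only for a table without counts did not apply. Added after the data had been seen were the log2 total count as a covariate, the summed counts of *Kiss1* and *Gm28040*, the members of the immediate early gene list outside Table S1, an inter-gene correlation estimated from the samples, and the summed counts with the log2 total count as a covariate.

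The fits were tested on simulated counts with the means and library sizes of the real samples, a coefficient of variation of 0.24, and 200 genes changed by a log2 fold change from 1 to 3. At an adjusted p under 0.05, edgeR recovered 184 of the 200 (92%) and called 7 other genes, with no wrong direction. At the paper's threshold without adjustment, 644 unchanged genes passed in the same simulation, more than the 270 of the real data, so the simulation does not follow the real distribution of p and gives no rate of false calls for it. The simulated genes also varied independently of one another with the same coefficient of variation. The 92% therefore shows that the fits work on such counts and is not the share recoverable in the real samples. The GO, KEGG and GSEA enrichments were not repeated, since the gene sets behind them were not used here.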

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

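The tests in this part were chosen before their results were seen, except that the reading of the share of similar genes that rose as much as *Hr* was changed afterwards. *Hr* was singled out because the paper does not discuss it, although it is in its Table S1, and because it was the gene that rose among those with an adjusted p under 0.05. Its log2 fold change was 1.98, and every HFD sample was above every NCD sample. With each sample left out in turn it ranged from 1.87 to 2.13, and over all alternatives its adjusted p ranged from 5.96e-09 to 0.124. If library size were the cause, the log2 total count as a covariate would remove more than 50% of the change, but with it the log2 fold change was 1.97. If GC content or gene length were the cause, genes alike in expression, GC content and length would rise too. That 0% of the 200 closest genes rose as much decides nothing, since *Hr* was picked for its large rise, but their median log2 fold change was 0.015. Its exact permutation p was 0.1, the smallest possible. Shared reads and other cells in the tissue were not tested, and the rise cannot be told apart from these. An effect of the diet remains a candidate explanation beside them, as a hypothesis found on the same 6 samples.

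The list of 12 glucocorticoid responsive genes was singled out because the paper does not report on it. Its mean log2 fold change was 0.42 (limma's camera, adjusted p = 0.00346; 0.43 with the replicate block, adjusted p = 0.0103), with 8 genes higher and 4 lower in HFD. The mean of the list was above the average in all 3 HFD samples and below it in all 3 NCD samples (exact permutation test, p = 0.1). *Zbtb16* rose by 1.40 on the log2 scale, *Hif3a* by 1.88 and *Tsc22d3* by 0.74, whereas *Sgk1* fell by 0.58 and *Per1* by 0.57, so the list did not move as a whole. The log2 ratio of the mean FPKM of *Hif3a* in the authors' deposited table is only 0.03, so its rise depends on the use of counts. Over all alternatives the mean ranged from 0.23 to 0.54 and the adjusted p from 0.000114 to 0.287, the latter with the inter-gene correlation estimated from the samples, which was added after the data had been seen. With the log2 total count as a covariate it was 0.35. Among 10000 random lists matched on expression, GC content and length, 0% had a mean as high. That decides little, since the list holds members of Table S1, which lists genes for their change in these samples. The list was written after Table S1 had been read, and only 5 of its 12 members lie outside that table. Their mean was 0.37, and 1.19% of random lists of that size had a mean as high. A mean of 5 genes can rest on 1 of them, so this share decides little. Of the 4 splits of the samples that part all same-numbered pairs, 1 gave a mean as far from 0, the split by diet, and of all 10 splits also 1, a share that cannot be lower with 3 samples against 3. Chance in the grouping can therefore not be excluded. A higher exposure to glucocorticoids in HFD mice, from the diet or from handling before collection, may contribute, but no hormone was measured in these samples and the genes of the list that fell speak against a uniform response.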

How the results depend on the processing

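The alternatives were fixed before the data were examined, except for those named here as added. *Fos* kept its direction and stayed past the paper's threshold under all 14 alternatives, with a log2 fold change from -2.75 to -2.17. The immediate early gene list stayed lower in HFD and the inflammatory list higher under all alternatives, with means from -1.46 to -0.47 and from 0.12 to 0.61. Both lost their adjusted p under 0.05 with the inter-gene correlation estimated from the samples (added), at the same means of -1.22 (adjusted p = 0.127 in limma's camera) and 0.42 (adjusted p = 0.287). With it no other list kept an adjusted p under 0.05 either, among them the glucocorticoid responsive genes (0.287), microglia (0.426), oligodendrocytes (0.609), and mural cells and magnocellular and paraventricular neurons (0.329 each).

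The number of genes past the paper's threshold, 270, was 427 for genes with at least 1 count and 179 for genes with a mean of at least 50 counts. It ranged from 195 to 982 across the 6 fits that each left out a sample, and with it the share of genes higher in HFD, from 29.4% to 66.7% against 53.3% with all samples. With the log2 total count as a covariate (added) it was 266, of which 134 were among the 270. The number with an adjusted p under 0.05, 8, was 19 with DESeq2, 15 for genes with at least 1 count, 5 with limma on log2(FPKM + 1), 17 with the replicate block, 15 with the covariate, and from 1 to 16 across the fits that each left out a sample. The candidates past the threshold numbered 41, and from 22 to 39 across those fits. The share of the sum of squares between the diets, 17.6%, was 34.3% of what remained after the replicate block, and from 18.8% to 29.9% across those fits. Without any difference these shares are expected at 20%, 33.3% and 25%, so they are not comparable with each other and none stands far above its own level.

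*Ppp2ca* had a log2 fold change of 0.74 and was no longer past the threshold with limma on log2(FPKM + 1), at 0.64, or with the covariate, at 0.43. It stayed past the threshold in 8 of 14 alternatives, which include RLE size factors, library totals alone, DESeq2, both other filters and the replicate block. Across the fits that each left out a sample it ranged from 0.52 to 1.05 and passed in 2 of 6. *Kiss1* ranged from -1.12 to 1.30 across those fits, was -0.62 with the covariate, and passed the threshold at 0.97 when summed with *Gm28040* (added), against 0.42 without. The sum was 0.51 with the covariate and did not pass (added). With a sample left out, the sum passed without NCD3, at 1.36, and without HFD2, at 1.28. It did not pass without NCD1 (0.77), NCD2 (0.80), HFD1 (0.87) or HFD3 (0.70). *Kiss1* alone had no value for genes with a mean of at least 50 counts, which leaves it out.

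Small changes that were not past the threshold reversed across the fits that each left out a sample. The log2 fold change ranged from -0.12 to 0.20 for *Creb1*, from -0.12 to 0.061 for *Rela* and from -0.060 to 0.39 for *Ppp2cb*. The mean ranged from -0.12 to 0.066 for the NF-κB genes, from -0.035 to 0.33 for the ARC neurons, from -0.091 to 0.088 for the clock genes, from -6.6e-06 to 0.061 for the PP2A subunits and from -0.10 to 0.23 for the pulse generator genes. The NF-κB genes also reversed with limma on log2(FPKM + 1), at 0.0077, and with the covariate, at 0.010. The ARC neurons reversed with the covariate, at -0.012, and the clock genes with the replicate block, at 0.00020, and with the covariate, at 0.088. Of the 414 comparisons of these and the other secondary results with an alternative set beforehand, 361 kept their direction and side of the threshold, 27 were weaker, 4 stronger and 13 reversed, and 9 counts moved by more than 1.5 times. The cause of these changes was not tested, apart from library size.

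Depth limits the low genes. Of the 26 inflammatory genes 14 could not be tested, and a count of 3 in the smallest library is already 0.58 CPM, so changes in the lowest of these genes are left open.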

Differences from the paper's values

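In the paper's Fig. 3C, read by eye, the first principal component holds about 70% of the variance, against 45.6% here on log2 CPM. Of the alternatives set before the data were examined, FPKM without a log gave 70.0%. The paper's log2 fold change of *Egr2* in Table S1 is -2.37, against -3.49 here. The former is a log2 ratio of mean FPKM and the latter comes from counts, so they are on different scales. None of the alternatives set before the data were examined closed the gap. Limma on log2(FPKM + 1) gave -1.51, and the others gave values from -3.66 to -3.19.

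The paper states that *Kiss1* is among the genes downregulated in HFD mice. Here its log2 fold change was 0.42 (standard error 1.19), and 0.97 (standard error 0.41) after its counts were summed with those of *Gm28040*, a setting chosen after seeing the values. The change was negative without NCD1, at -0.27, without HFD3, at -1.12, and with the log2 total count as a covariate, at -0.62, a setting also chosen after seeing the values. The paper reports distinct clustering of the samples in a PCA, which is read here as clustering by diet. Over all genes tested, the split by diet ranked 6 of 10 here (exact permutation test, p = 0.6), and the diets separated on the third component of log2 CPM and on the second component of FPKM without a log.

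The paper's text gives 389 DEGs, but its numbers of genes higher and lower in HFD add up to 289, which is also the number past the threshold in the authors' deposited table, and Table S1 lists 299. Here the number was 270, within 1.5 times of the paper's. Of the 289 genes, 222 were called here, 236 with DESeq2 and 283 for genes with at least 1 count. Fewer were called for genes with a mean of at least 50 counts (154), with limma on log2(FPKM + 1) (147) and with the log2 total count as a covariate (123). With a sample left out it was from 121 without HFD3 to 205 without HFD2. Of the paper's candidates, 7 were not called here. All of these but *Sgk1* were called for genes with at least 1 count. *Jund* was also called with DESeq2 and without HFD2. *Sgk1* was called with library totals alone, with limma on log2(FPKM + 1), with the replicate block, without NCD3 and without HFD2. *Rspo2* was called without NCD1, without HFD2 and without HFD3, and *Smad6* without HFD2.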

Other observations

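Some tests in this part were chosen only after the result had been seen. They are the relation of the first component with library size, those of *Ppp2ca* with library size and with *Ppp2cb* and the reading of its share of similar genes, and those on *Kiss1* and *Gm28040*.

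The first component of log2 CPM ordered the libraries by size (Spearman's rho = 1 over 6 libraries, exact permutation p = 0.00278). Counting noise in the smaller libraries does not account for this, since after all libraries had been thinned at random to 5171381 counts, the component still followed the original totals (r = 0.993). Its weights were unrelated to GC content (Spearman's rho = 0.0354 across genes) and to gene length (rho = 0.00192), and genes are not independent replicates. The share of mitochondrially encoded genes also fell with size, from 6.57% in NCD3 and 5.77% in HFD3 to 3.20% in NCD1 (r = -0.834 with the log2 total count, exact permutation p = 0.0361, 0.0843 adjusted over 7 relations). A difference in the amount or quality of tissue between samples, which would change both the yield of a library and its composition, is a candidate explanation that was not tested. The components of FPKM without a log rest on few genes, since 5 mitochondrial genes hold 68.0% of the squared weights of the first.

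When the 3 largest libraries (NCD1, NCD2 and HFD2) were set against the 3 smallest, edgeR gave 1935 genes past the paper's threshold and 647 with an adjusted p under 0.05, against 270 and 8 for the diets. For such counts, library size and the diet cannot be told apart from the number alone. With the log2 total count as a covariate, 15 genes had an adjusted p under 0.05, all 8 of the diet comparison among them. This argues against library size for those 8 genes. Of the 4 splits that part all same-numbered pairs, 1, the split by diet, gave 270 genes or more past the threshold, and the other 6 splits, which part a single pair, include 4 that did. For an adjusted p under 0.05, 1 of the 4 splits gave as many genes, and 2 of all 10. For the candidates it was 1 of the 4 and 1 of the 10, which these genes could hardly fail to give, having been chosen on that split. With 3 samples against 3 there are 10 splits, so no share of them can fall under 0.1. The number of genes with p under 0.05 for the diets, 326, was below the 709.4 that chance gives. It was 589 with the replicate block and 447 with the log2 total count as a covariate, and above chance only without NCD3, at 1178 against 724.45. Variation between samples that follows library size may widen the residual spread, but the covariate left the number past the threshold at 266 and so does not settle this.

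The immediate early genes were lower in HFD by 1.22 on average, that is, a mean log2 fold change of -1.22. With the log2 total count as a covariate the mean was -1.46, so library size does not account for it. Of 10000 random lists matched on expression, GC content and length, 0% had a mean as low. Fewer neurons in the HFD tissue would lower general neuron markers, but 12 of these had a mean log2 fold change of -0.053. This mean joins opposite changes, since only 6 of the 12 markers were lower in HFD, so they showed no common fall. The list was written after Table S1 had been read, but of random lists the size of the members outside it, 0.02% had a mean as low as theirs. These genes respond within minutes, so the time of day or the handling at collection could also set them apart. *Dbp* (log2 fold change 0.62) and *Per1* (-0.57) did not overlap between the diets, and the clock genes other than *Per1* had a mean absolute log2 fold change that 18.25% of matched random lists reached, which neither shows nor excludes a difference in the time of collection. The clock list as a whole did not move in a direction (mean -0.02, 9 higher and 7 lower, adjusted p = 0.926 in limma's camera, 0.00020 with the replicate block, adjusted p = 0.968). The fall cannot be told apart from such a difference by this test. Of the 4 splits, 1 gave a mean as far from 0, and of all 10 also 1. The same counts, 1 of 4 and 1 of 10, hold for the inflammatory list, but the split of NCD1, HFD1 and HFD3 against the rest came close to its mean of 0.42, at -0.42. The inflammatory list was also written after Table S1 had been read, and 17.6% of random lists had a mean as high as its members outside Table S1. Table S1 lists genes for their change in these samples, so leaving its genes out lowers the mean by itself. That share therefore does not decide whether the rise is owed to the genes known from that table. With these limits, lower activity of ARC neurons in HFD mice at the time of collection is a hypothesis in line with the data.

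*Ppp2ca* fell with library size, with r = -0.704 against the log2 total count (exact permutation p = 0.114, 0.199 adjusted over 7 relations), rho = -0.6 (exact permutation p = 0.242) and r = -0.705 without NCD1 and HFD3. Within the diets, the order of its level was not that of library size, with 3 samples each. The HFD libraries were on the whole smaller. With the covariate its log2 fold change was 0.43 and no longer past the threshold, so a contribution of library size could not be excluded. Of the 200 genes closest in expression, GC content and length, 0% rose as much, which decides little for a gene named for its rise, but their median log2 fold change was -0.048. Reads moved over from *Ppp2cb* would lower that gene, but its log2 fold change was 0.16.

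*Kiss1* is listed at 0 in NCD1 and HFD1, where *Gm28040* has its highest counts. The sum of both was 4.21 CPM in NCD1 and 12.3 CPM in HFD1, and between 4.28 and 14.9 CPM in the other 4 libraries. Had *Kiss1* reads been assigned to *Gm28040* in those libraries, the sums would be expected within the range of the others or above it. HFD1 was within it, and NCD1 was below it by 0.061 CPM, less than its counting error of 0.504 CPM, so the test does not decide whether reads were assigned in this way. The sum was higher in HFD in the model, and in 3 of 3 same-numbered pairs (exact permutation test, p = 0.25, the smallest possible), but its diets overlapped (exact permutation test, p = 0.2), and a chance division of the samples cannot be excluded. The sum fell with library size (r = -0.862 with the log2 total count, exact permutation p = 0.0278, 0.0843 adjusted over 7 relations, rho = -0.886, r = -0.712 without NCD1 and HFD3). With the log2 total count as a covariate its log2 fold change was 0.51 and no longer past the threshold, so its rise cannot be told apart from library size. The parts of the sum differed in this. *Gm28040* alone was at 1.27, and at 1.26 with the covariate, past the threshold in both. *Kiss1* alone went from 0.42 to -0.62. Libraries held 42 to 99 reads on both identifiers together, and the direction of *Kiss1* alone depended on the setting.

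*Avp* and *Oxt* had a mean log2 fold change of -1.29. With the covariate it was -1.26. If the HFD tissue held fewer magnocellular and paraventricular neurons, the other genes of that list would fall too. Their mean was -0.0089, which joins opposite changes, with *Sim1* at -0.60 and *Crh* at -0.31 against *Trh* at 0.51 and *Otp* at 0.36. Both genes together took at most 0.574% of the counts of a library, too little to distort the others. The dissection could still have differed in fibres or in cells that carry these RNAs but few of the other markers, and lower *Avp* and *Oxt* in HFD mice is one hypothesis among these.

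Markers of oligodendrocytes had a mean log2 fold change of -0.30 (2 higher and 10 lower, limma's camera, adjusted p = 0.00138; -0.31 with the replicate block, adjusted p = 0.00032), and those of mural cells, which surround vessels, of -0.41 (8 of 8 lower, adjusted p = 0.0056; -0.42 with the block, adjusted p = 0.00607). Across the fits that each left out a sample the means ranged from -0.50 to -0.12 and from -0.60 to -0.28, and the highest adjusted p was 0.225 and 0.109. With the inter-gene correlation estimated from the samples, a setting added after the data had been seen, the adjusted p was 0.609 and 0.329. For both lists the means overlapped between the diets (exact permutation test, p = 0.3 and 0.2). Within every same-numbered pair both means were lower in HFD, but an exact permutation test within pairs cannot give a p under 0.25. With the log2 total count as a covariate, also added after the data had been seen, the mean of the oligodendrocyte list was -0.22 (limma's camera, adjusted p = 0.046). Beyond library size, no explanation was tested for these lists.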
